# Macrophage ATP citrate lyase deficiency stabilizes atherosclerotic plaques

**DOI:** 10.1038/s41467-020-20141-z

**Published:** 2020-12-08

**Authors:** Jeroen Baardman, Sanne G. S. Verberk, Saskia van der Velden, Marion J. J. Gijbels, Cindy P. P. A. van Roomen, Judith C. Sluimer, Jelle Y. Broos, Guillermo R. Griffith, Koen H. M. Prange, Michel van Weeghel, Soufyan Lakbir, Douwe Molenaar, Elisa Meinster, Annette E. Neele, Gijs Kooij, Helga E. de Vries, Esther Lutgens, Kathryn E. Wellen, Menno P. J. de Winther, Jan Van den Bossche

**Keywords:** Monocytes and macrophages, Cardiovascular diseases

## Abstract

Macrophages represent a major immune cell population in atherosclerotic plaques and play central role in the progression of this lipid-driven chronic inflammatory disease. Targeting immunometabolism is proposed as a strategy to revert aberrant macrophage activation to improve disease outcome. Here, we show ATP citrate lyase (Acly) to be activated in inflammatory macrophages and human atherosclerotic plaques. We demonstrate that myeloid Acly deficiency induces a stable plaque phenotype characterized by increased collagen deposition and fibrous cap thickness, along with a smaller necrotic core. In-depth functional, lipidomic, and transcriptional characterization indicate deregulated fatty acid and cholesterol biosynthesis and reduced liver X receptor activation within the macrophages in vitro. This results in macrophages that are more prone to undergo apoptosis, whilst maintaining their capacity to phagocytose apoptotic cells. Together, our results indicate that targeting macrophage metabolism improves atherosclerosis outcome and we reveal Acly as a promising therapeutic target to stabilize atherosclerotic plaques.

## Abstract (web summary)

Inhibition of the metabolic enzyme ATP-citrate lyase can attenuate atherosclerosis by preventing dyslipidemia and potentially also by reducing macrophage-mediated inflammation. Here, the authors show that specific targeting of ACLY in macrophages results in more stable atherosclerotic plaques.

## Introduction

Atherosclerosis is a lipid-driven chronic inflammatory disorder of the arteries in which macrophages are the most prevalent immune cells and define disease development^1,2^. One of the crucial initiating events in atherosclerosis is the infiltration and accumulation of cholesterol-rich lipoproteins within the intima of the arterial vessel wall. Subsequent modification of such lipoproteins induces an inflammatory response and as a result, monocytes are recruited to the vessel wall and differentiate into macrophages. Although macrophages can worsen disease progression by propagating inflammation, they can also stabilize atherosclerotic plaques by promoting the formation of a fibrous cap and by clearing apoptotic cells (ACs) to prevent necrotic core formation. Uptake of cholesterol gives macrophages their foamy appearance and this can lead to apoptosis^3^. Initially, ACs are efficiently cleared by neighboring macrophages in a protective process termed efferocytosis^4^. In advanced atherosclerosis, insufficient efferocytosis induces AC accumulation and necrotic core formation. In combination with thinning of the protective fibrous cap this can make plaques vulnerable to rupture and can cause cardiovascular events such as myocardial infarction and stroke^5^.

Given the prominent role of macrophages in the progression of atherosclerosis, modulating their responses is considered as a promising strategy to treat atherosclerosis^6^. The last decade, modulation of intracellular metabolic pathways has emerged as a new tool to reshape deranged macrophage functions and is considered as a new therapeutic opportunity^6–9^. Indeed, recent immunometabolism research highlights that intracellular metabolic reprogramming is a key controller of macrophage activation^7^. High rates of glycolysis supports the inflammatory properties op macrophages that are activated with lipopolysaccharide (LPS), whereas increased mitochondrial oxidative phosphorylation supports interleukin (IL)-4-induced macrophage responses. Recent literature revealed an important role for ATP citrate lyase (Acly) in translating metabolic changes into altered macrophage phenotype and function^10–12^.

Acly is a key metabolic enzyme that converts mitochondria-derived citrate into acetyl-CoA and oxaloacetate within the cytosol. Acly-dependent acetyl-CoA incorporation into histone promotes chromosome accessibility and regulates both LPS- and IL-4-induced macrophage activation^10,11^. In addition, acetyl-CoA fuels the synthesis of fatty acids, cholesterol, and the acetylation of non-histone proteins^13,14^. Serving as a link between carbohydrate and lipid metabolism makes Acly a promising target to lower low-density lipoprotein (LDL) cholesterol levels and to reduce cardiovascular risk^15–17^. Bempedoic acid is a competitive Acly inhibitor that is specifically activated in hepatocytes where it upregulates LDL receptor (LDLr) expression. Although promising data from clinical trials highlight that hepatic Acly inhibition reduces LDL cholesterol levels in hypercholesterolemic patients, the tools to study this key metabolic hub in macrophages in vivo remained absent.

Here, we first demonstrate that Acly is activated in inflammatory macrophages and in human atherosclerotic plaques. Next, we define its formerly unknown role in regulating both plaque and macrophage phenotype. Using a conditional genetic knockout mouse model, we find that Acly deficiency in myeloid cells induces a stable plaque phenotype as demonstrated by increased collagen content and fibrous cap thickness, along with a decreased necrotic core size. Further functional, lipidomic, and transcriptional characterization in vitro show that this in vivo plaque phenotype is linked to deregulated fatty acid and cholesterol biosynthesis and reduced liver X receptor (LXR) activation within the macrophages. This results in macrophage apoptosis, along with more efficient efferocytosis and increased clearance ACs. As such, we show that targeting macrophage Acly improve atherosclerosis outcome and can serve as a promising therapeutic target to stabilize atherosclerotic plaques.

## Results

### Acly is activated in inflammatory conditions

Acly can be regulated at distinct levels, with phosphorylation at serine 455 serving as a key posttranslational modification to promote its enzymatic activity^18^. To study Acly expression and activity in inflammatory conditions, we first stimulated bone marrow-derived macrophages (BMDMs) with toll-like receptor 4 agonist (LPS for 24 h as a prototypical model of inflammatory (also called classical or M1) activation. Although Acly gene expression and protein levels remained unaffected, we observed a marked increase of phosphorylated Acly (p-Acly) in inflammatory macrophages (Fig. 1a, b). As these data suggested that Acly activation might support inflammatory responses we next examined Acly phosphorylation within human atherosclerotic plaques. Whereas total Acly was present in most cells in and around the plaque, activated (p-)Acly predominantly colocalized with CD45^+^CD68^+^ macrophages in human atherosclerotic plaques (Fig. 1c, d, Supplementary Fig. 1a–c). In addition, unstable plaques showed increased abundance of activated Acly when compared to stable plaques (Fig. 1e). Rupture-prone plaque areas are known to be dominated by inflammatory macrophages^19^ and together with our observation that the levels of activated p-Acly were increased in inflammatory macrophages, this prompted us to study whether targeting macrophage Acly could improve atherosclerosis outcome.

**Fig. 1:**
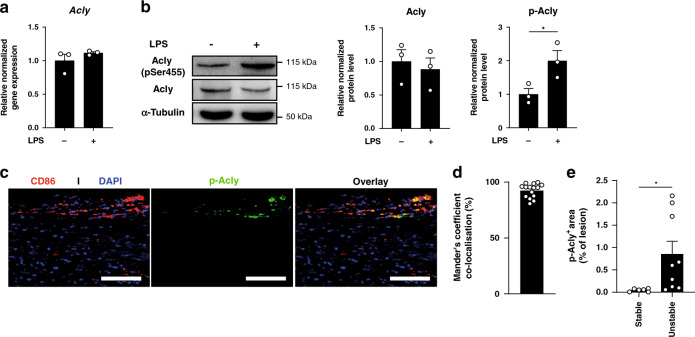
Acly is phosphorylated in inflammatory conditions in vitro and in vivo. **a** Relative normalized expression of Acly in unstimulated and LPS-stimulated macrophages. **b** Normalized protein levels from cell lysates of unstimulated and LPS-stimulated macrophages. Samples were immunoblotted with antibodies against Acly, phosphorylated Acly (p-Acly) and α-tubulin. Acly/p-Acly quantification on the blots derive from samples of the same experiment and gels/blots were processed in parallel. *P = 0.0441. **c** Representative immunohistochemical staining for macrophages (CD68) and p-ACLY in human plaques from 16 stable/unstable plaques. Scale bar represents 100 µm. **d** Quantification of colocalization, percentage of p-Acly^+^ macrophages overlapping with CD68^+^ area. **e** Quantification of p-Acly^+^ area in the lesion. *P = 0.0402. Values represent mean ± SEM (*n* = 3 technical replicates of three pooled mice **a**, *n* = 3 one representative image of three technical replicates of three pooled mice (**b**, western blot), *n* = 7/9 stable/unstable plaques **d**, **e**. *P < 0.05; by two-tailed Student’s *t* test (**b**, **e**). Source data are provided as a Source Data file (**a**–**e**).

### Macrophage Acly deletion stabilizes atherosclerotic plaques

To examine the role of macrophage Acly in atherogenesis, we crossed *Acly*^fl/fl^ mice^20^ with mice expressing Cre recombinase under control of the *Lyz2* promoter/enhancer regions (LysMcre) to generate a new genetic mouse model that specifically lacks *Acly* in the myeloid cell lineage (macrophages, monocytes, and neutrophils). After confirming the knockdown of ACLY in macrophages, myeloid dendritic cells, and neutrophils from those mice (hereafter referred to as Acly^M-KO^, Supplementary Fig. 1d, e), we transplanted lethally irradiated atherosclerosis-susceptible *Ldlr*-deficient mice with bone marrow from either Acly^M-KO^ mice or Cre-negative *Acly*^fl/fl^ littermate control mice. After validating efficient engraftment in both experimental groups (Supplementary Fig. 1f), the mice were fed a high-fat diet (HFD) (Fig. 2a). All mice exhibited a similar increase in body weight and plasma cholesterol, and similar end-state hepatic triglyceride levels, whereas the increase of plasma triglycerides was attenuated in Acly^M-KO^ mice (Supplementary Fig. 1g–j). Also, both groups showed a comparable blood leukocyte composition with only B-cell levels being slightly lower in Acly^M-KO^ mice (Supplementary Fig. 1k–o). As splenic B-cell levels remained unaltered, there is no apparent general defect in B-cell development or activation. It rather suggests an indirect, and yet unknown, effect of myeloid Acly knockdown on circulating B cells.

**Fig. 2:**
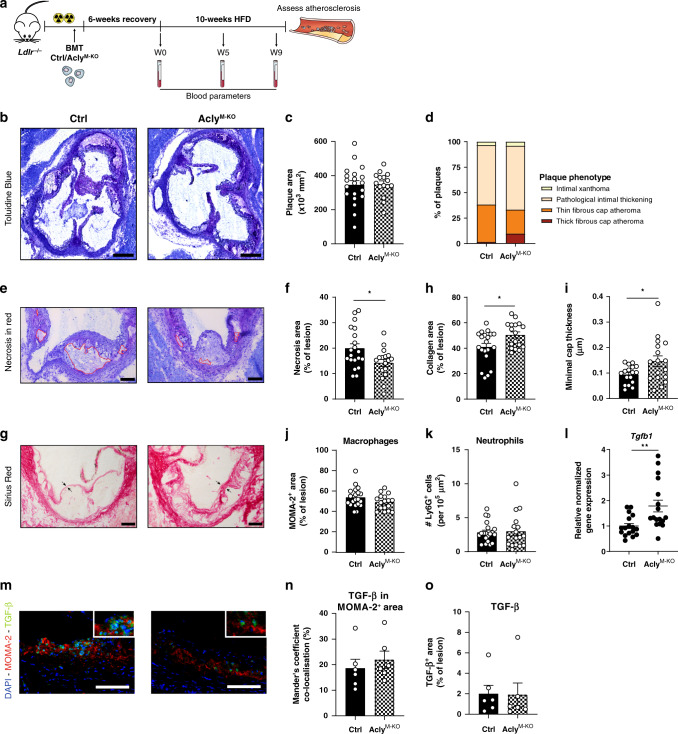
Acly deletion in macrophages elicits a favorable plaque phenotype. **a** In order to asses atherogenesis, bone marrow cells of either control of Acly^M-KO^ were transplanted in lethally irritated *Ldlr*^−/−^ mice. Six weeks after transplantation, mice were put on a HFD for 10 weeks. **b** Representative toluidine blue staining of atherosclerotic plaques within the aortic roots of control and Acly^M-KO^ mice. Scale bar represents 500 μm. **c** Quantification of plaque size. **d** Plaque phenotypes as classified by an experimental pathologist. **e** Toluidine blue staining of atherosclerotic lesions with necrosis indicated in red. Scale bar represents 200 μm. **f** Quantification of the necrotic area. *P = 0.0173. **g** Sirius red staining of plaques. Scale bar represents 200 μm. **h** Quantification of the collagen deposition. *P = 0.0201. **i** Minimal cap thickness was measured at the thinnest region of the fibrotic cap surrounding the necrotic core as indicated by the arrows in **g**. *P = 0.0292. **j** Quantification of MOMA-2^+^ area for macrophages. **k** Quantification of Ly6G^+^area for neutrophils. **l** Normalized expression of *Tgfb1* in aortic arches of control and Acly^M-KO^ mice. **P = 0.0038 **m** Representative immunohistochemical analysis of macrophages (MOMA-2) and TGF-β in mouse plaques from control or Acly^M-KO^ mice (*n* = 6/6 ctrl/KO from one experiment). Scale bar represents 100 µm. **n** Quantification of colocalization, percentage of TGF-β^+^ area in MOMA-2^+^ area. **o** Quantification of TGF-β^+^ area in the lesion. Values represent mean ± SEM (*n* = 20/17 (ctrl/KO in **b**–**l**), *n* = 6/6 (ctrl/KO in **n**, **o**). *P < 0.05; **P < 0.01 by two-tailed Student’s *t* test (**f**, **h**, **i**, **l**). Source data are provided as a Source Data file (**c**, **d**, **f**, **h**–**l**, **m**, **o**).

After 10 weeks of HFD, immunohistochemical and gene expression analysis on lesions confirmed Acly knockdown in myeloid cells within the atherosclerotic plaques of Acly^M-KO^ mice (Supplementary Fig. 2a, b). Although the atherosclerotic plaque size was similar, pathological scoring of plaques indicated an increase in thick fibrous cap atheromas in the Acly^M-KO^ group (Fig. 2b–d). The observation that the necrotic area was significantly smaller in Acly^M-KO^-transplanted mice (Fig. 2e, f) indicated that the lesions of those mice are more stable as necrotic core formation is associated with plaque instability and rupture^5^. Moreover, analysis of Sirius red staining highlighted increased collagen content and fibrous cap thickness in plaques of Acly^M-KO^-transplanted mice (Fig. 2g–i), another sign of plaque stability. Immunohistochemical analysis revealed that the increase in collagen deposition was not accompanied by differences in macrophage and neutrophil content in the lesions (Fig. 2j, k, Supplementary Fig. 2c). Plasma triglyceride levels did not correlate with the plaque characteristics, indicating that lower triglyceride levels were not the cause of the more stable plaque phenotype (supplementary Fig. 2d). Transforming growth factor beta (TGF-β) is a key anti-atherogenic cytokine that can suppress immune effector functions and stabilizes atherosclerotic lesions by inducing fibrotic activities of smooth muscle cells and fibroblasts^21^. We therefore assessed its expression in aortic arches and detected increased *Tgfb1* expression in Acly^M-KO^-transplanted mice (Fig. 2l). As labeling of TGF-β and the macrophage marker MOMA-2 suggested an increase of macrophage TGF-β but not total TGF-β (Fig. 2m–o), the increased *Tgfb1* levels were probably caused by macrophages within the lesion. Collectively, these in vivo data demonstrate that Acly^M-KO^-transplanted mice had a favorable plaque phenotype, reflected by decreased necrosis and increased collagen deposition and fibrous cap thickness.

### Acly regulates in vitro macrophage polarization

A possible mechanism to explain the more fibrotic plaque phenotype in the Acly^M-KO^ mice is a change in macrophage polarization. Although inflammatory (M1) macrophages can promote atherogenesis, IL-4-induced macrophages (M2) are regarded as atheroprotective because of their anti-inflammatory and pro-fibrotic homeostatic properties^1^. Previous in vitro studies with inhibitors suggested that Acly is involved in both inflammatory and IL-4-induced macrophage polarization^10,22,23^. Therefore, we next sought to reassess these findings with the aim to study whether altered macrophage polarization could clarify the differences in plaque phenotypes (Fig. 3a).

**Fig. 3:**
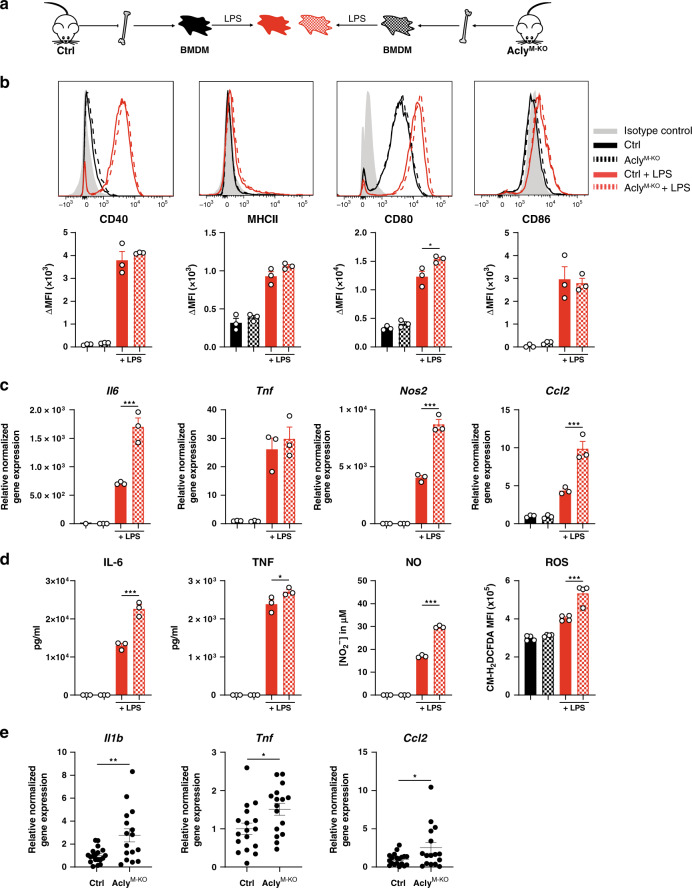
Altered macrophage polarization in vitro does not explain the plaque phenotype in vivo. **a** Differentiated control and Acly^M-KO^ macrophages (BMDMs) were stimulated with LPS. **b** Expression of LPS-induced surface markers as measured by flow cytometry. Representative histograms and quantified surface expression (ΔMFI = [median fluorescence intensity]_positive staining_ – [MFI]_pooled control_) are shown. CD80 *P = 0.0160. **c** Relative normalized gene expression of indicated LPS-induced genes. *Il6* ***P < 0.0001, *Nos2* ***P < 0.0001, *Ccl2* ***P = 0.0002. **d** Production of IL-6 ***P < 0.0001, TNF *P = 0.0281, NO ***P < 0.0001 and ROS ***P < 0.0001. **e** Normalized expression of M1 genes in aortic arches of control and Acly^M-KO^-transplanted mice. *Il1b* **P = 0.0030, *Tnf* *P = 0.0183, *Ccl2* *P = 0.0321. Values represent mean±SEM of *n* = 3 (**b**–**d**) technical replicates of one out of three representative experiments or n = 20/17 (ctrl/KO in **e**). *P < 0.05; **P < 0.01, ***P < 0.001 by ordinary one-way ANOVA with Bonferroni post hoc test for multiple comparisons (**b**–**d**) or two-tailed Student’s *t* test (**e**). Source data are provided as a Source Data file (**b**–**e**).

Distinct macrophage subsets differentially affect plaque phenotype. As previous inhibitor studies reported an involvement of Acly in both M1 and M2 macrophage polarization^10,11^, we next aimed to investigate whether altered macrophage polarization in the absence of Acly could clarify the differences in plaque phenotypes (Fig. 3a). Hereto, we first stimulated macrophages from control and Acly^M-KO^ mice with LPS to elicit an inflammatory macrophage response. Surprisingly, our genetic Acly^M-KO^ model indicated that Acly is not needed for inflammatory macrophage responses. The LPS-induced surface markers CD40, CD86, and major histocompatibility complex (MHC)-II were upregulated to the same extend in both groups and CD80 expression was higher in Acly^M-KO^ macrophages (Fig. 3b). Moreover, the LPS-induced levels of pro-inflammatory genes and factors such as IL-6, tumor necrosis factor (TNF), nitric oxide (NO), and reactive oxygen species (ROS) were even increased in the absence of Acly (Fig. 3c, d). Likewise, we detected increased inflammatory gene expression in vivo in the atherosclerotic lesions and peritoneal macrophages of the Acly^M-KO^ group (Fig. 3e, Supplementary Fig. 2e).

Next, we assessed the effect of Acly deficiency on IL-4-induced macrophage polarization (Fig. 4a). Hereto, we measured the IL-4-elicited expression of commonly used surface markers and detected reduced levels of CD206, CD273, and CD301 on the surface of Acly-deficient macrophages, along with blunted M2-associated gene expression (Fig. 4b, c). This decreased IL-4 response may be explained by lower histone 3 lysine 27 (H3K27) acetylation in the absence of Acly and confirms a previous study that applied Acly inhibitors during IL-4-responses in macrophages to link Acly-mediated production of acetyl-CoA to histone acetylation^10^. Conversely, H3K27 levels were similar in naive and LPS-treated control and Acly^M-KO^ macrophages and thus histone acetylation is not the mechanism explaining the macrophage phenotype in this setting (Supplementary Fig. 2f). Together, the enhanced inflammatory activation and reduced IL-4 responses in the absence of Acly do not explain the advantageous plaque phenotype of Acly^M-KO^-transplanted mice. Our data highlight that M1/M2 polarization in vitro not necessarily reflects the in vivo context and underscore that caution is necessary when interpreting inhibitor effects.

**Fig. 4:**
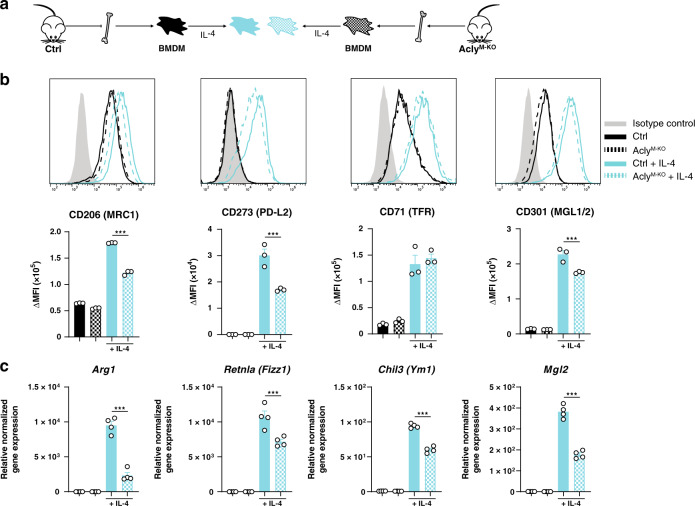
IL-4 response is decreased after Acly deletion in macrophages. **a** Differentiated control and Acly^M-KO^ macrophages (BMDMs) were stimulated with IL-4. **b** Expression of IL-4-induced surface markers as measured by flow cytometry. Representative histograms and quantified surface expression (ΔMFI = [median fluorescence intensity]_positive staining_ – [MFI]_pooled control_) are shown. CD206 ***P < 0.0001, CD273 ***P = 0.0003, CD301 ***P = 0.0008. **c** Relative normalized gene expression of IL-4-induced genes. *Arg1* ***P < 0.0001, *Retnla* ***P = 0.0004, *Ym1* ***P < 0.0001. Values represent mean ± SEM of *n* = 3 **b** or *n* = 4 **c** technical replicates of one out of three representative experiments. ***P < 0.001 by ordinary one-way ANOVA with Bonferroni post hoc test for multiple comparisons (**b**, **c**). Source data are provided as a Source Data file (**b**, **c**).

### Acly does not regulate core metabolic processes

To identify the mechanism by which myeloid deletion of *Acly* influences macrophage and plaque phenotype, we explored changes in core metabolic pathways as a potential explanation of the increased inflammatory response in Acly-deficient macrophages.

Metabolomics revealed that the expected LPS-induced accumulation of citrate was more pronounced in the absence of Acly, signifying decreased Acly-mediated conversion of citrate into acetyl-CoA^24,25^. Yet, loss of Acly led to no further changes in the abundance of other tricarboxylic acid cycle (TCA) cycle intermediates (Fig. 5b). Extracellular flux analysis, and glucose, lactate and ATP measurements showed no differences in mitochondrial function, glycolysis and ATP production, indicating that other mechanisms should explain the observed inflammatory phenotypes of Acly-deficient macrophages (Fig. 5c–g).

**Fig. 5:**
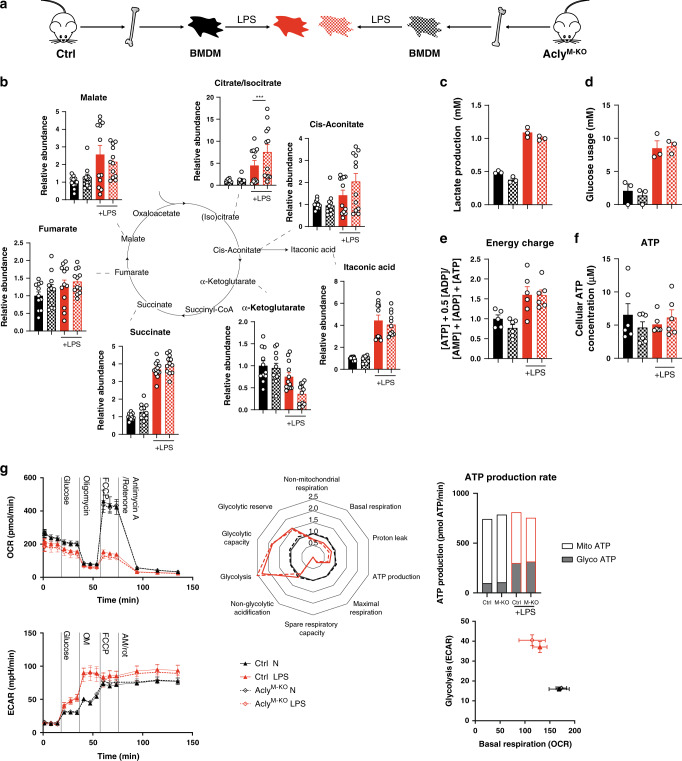
Mitochondrial function remains unaltered in Acly^M-KO^ BMDMs. **a** Differentiated control and AclyM-KO macrophages (BMDMs) were left untreated or stimulated with LPS (**b**) relative abundance of TCA cycle intermediates ***P  <  0.0001. **c** Lactate secretion after 24 h LPS treatment. **d** Metabolized glucose in 24 h. **e** Cellular energy charge as calculated by [ATP] + .05[ADP]/([AMP] + [ADP] + [ATP]). **f** Cellular ATP concentration. **g** Seahorse analyses and extracted parameters. Values represent mean ± SEM from *n*  = 12 technical replicates from two combined experiments **b**, *n* =  3 technical replicates from three pooled mice from one of three representative experiments (**c**, **d**, **g**), *n* = 6 technical replicates from three pooled mice from one of two representative experiments (**e**, **f**). ***P < 0.001 by two-way ANOVA with Bonferroni post hoc test for multiple comparisons. Source data are deposited in  MTBLS2159 (**b**) or provided as a Source Data file (**c**–**g**).

### Deregulated cholesterol metabolism in the absence of Acly

To reveal such mechanism, we next performed RNA-sequencing on BMDMs from control and Acly^M-KO^ mice. 

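Bone marrow cells of Cre-negative *Acly* fl/fl control mice and of Acly M-KO mice were differentiated for 7 days in medium with L929-conditioned medium, and the RNA of unstimulated BMDMs was sequenced. The 6 libraries comprised 3 control and 3 Acly M-KO replicates. The legends of Figs. 6 and 7 describe such replicates as technical replicates from 3 pooled mice, so their spread need not show the variation between mice. The authors prepared strand-specific mRNA libraries, sequenced them on an Illumina HiSeq instrument, aligned the reads to the mouse genome mm10 with STAR 2.5.2b, and kept alignments with a mapping quality above 15. They counted reads per RefSeq transcript with HOMER2 and deposited these counts without normalization, as a table of 35745 transcripts. A read on an exon shared by several transcripts can be counted in each of them. The total count over all transcripts was 19426802, 23582992 and 19327459 in control replicates 1, 2 and 3, and 19797218, 44507233 and 19867137 in Acly M-KO replicates 1, 2 and 3. The median was 19426802 in control and 19867137 in Acly M-KO libraries, and Acly M-KO replicate 2 had 2.18 times the mean total of the other 5 libraries. Transcripts were assigned to gene symbols, and the transcript with the highest total count represented each of 24562 symbols. Totals on this basis ranged from 11120034 to 25814853. Genes with low counts were removed with edgeR's filterByExpr, which left 11470 genes. Counts were normalized by edgeR's TMM method, given as CPM, and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p of 0.05 or less was the threshold, as in the paper. The targeted gene was examined first. *Acly* (NM_134037, chromosome 11 of mm10, 100476352 to 100528000) had 2424, 3117 and 2614 counts in the control libraries and 1072, 2617 and 1127 counts in the Acly M-KO libraries. Normalized for depth, this was 229.7 ± 8.18 CPM (SD, n = 3) in control and 96.8 ± 3.06 CPM (SD, n = 3) in Acly M-KO macrophages, a log2 fold change of -1.25 (standard error 0.066, adjusted p = 5.58e-07 in edgeR). The change stayed between -1.28 and -1.23 with each library left out in turn. *Xist*, which is expressed from the inactive X chromosome, had between 5505 and 17526 counts per library, while *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on the Y chromosome had 0 or 1 counts in every library.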

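Of the 11470 genes tested, 1416 differed between Acly M-KO and control macrophages, with 768 higher and 648 lower in Acly M-KO macrophages. In 1415 of these genes, the 3 libraries of one group were all above or all below the 3 of the other, which held for 32.8% of all tested genes and for 10% by chance. An additional line at an absolute log2 fold change of 1, as drawn in Fig. 6a, moved this count most and left 198 genes, of which 149 were higher and 49 lower. All 10 genes labelled in Fig. 6a passed the threshold. *Scd1* had a log2 fold change of 2.38 (standard error 0.096, adjusted p = 6.40e-08 in edgeR), *Lss* of 2.29 (adjusted p = 1.80e-07) and *Cyp51* of 1.99. Among the labelled genes that were lower, *Il18bp* changed by -1.3 (adjusted p = 1.34e-05), *Lyz2*, the insertion site of LysMcre, by -1.05 (adjusted p = 2.21e-05) and *Cd38* by -1.54 (adjusted p = 7.61e-04). *Plcb1* and *Septin5* had at most 3 counts in each control library and were at least 4.73-fold and 6.29-fold higher in Acly M-KO macrophages. Among the other genes past the threshold and without overlap between the groups, the largest increases after *Fads2* were in *Acyp2* (2.73) and in *4930483K19Rik* (2.64), whose exons overlap *Lss* on the opposite strand. *Acyp2* had at most 4 counts in each control library, so the size of its change is uncertain. The largest decreases by the same criterion were in *3110070M22Rik* (-1.87), *Epb41l3* (-1.61), *Myom1* (-1.57) and *C1qtnf1* (-1.56). All of these were weakly expressed, with 7 to 75 counts per library. The lowest adjusted p values among the other lower genes were those of *Abcg1* and of *Siglec1* (log2 fold change -0.92, adjusted p = 3.66e-05). Reactome's gene lists were not used here, so a list of 23 genes related to cholesterol biosynthesis was written before the data were examined. All 23 were tested, 20 were higher and 0 were lower, and adjusting p over this list alone also gave 20. The 20 log2 fold changes lay between 0.38 and 2.56, with a largest adjusted p of 0.00722, and in all 20 genes the libraries of the groups did not overlap. *Acat2* rose most (2.56, standard error 0.146), followed by *Idi1* (2.51, standard error 0.251), and *Fdps* rose by 2.16 (adjusted p = 1.84e-07 in edgeR). The remaining genes of the list were *Ggps1* (-0.20, adjusted p = 0.244), *Arv1* (0.26, adjusted p = 0.637) and *Fdft1* (-0.07, adjusted p = 0.614), whose exons overlap those of the highly expressed *Ctsb*. The share of genes past the threshold was 87.0% in the list and 12.2% among the other genes (two-sided Fisher's exact test, adjusted p = 5.39e-15 over 22 gene sets). The median log2 fold change of the list was 1.48. In place of Fisher's test, camera, which allows for correlation between genes, gave an adjusted p of 0.0505. Its unadjusted value was below 0.05, so the adjustment over 22 gene sets put the list above the threshold.

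**Figure D1:**
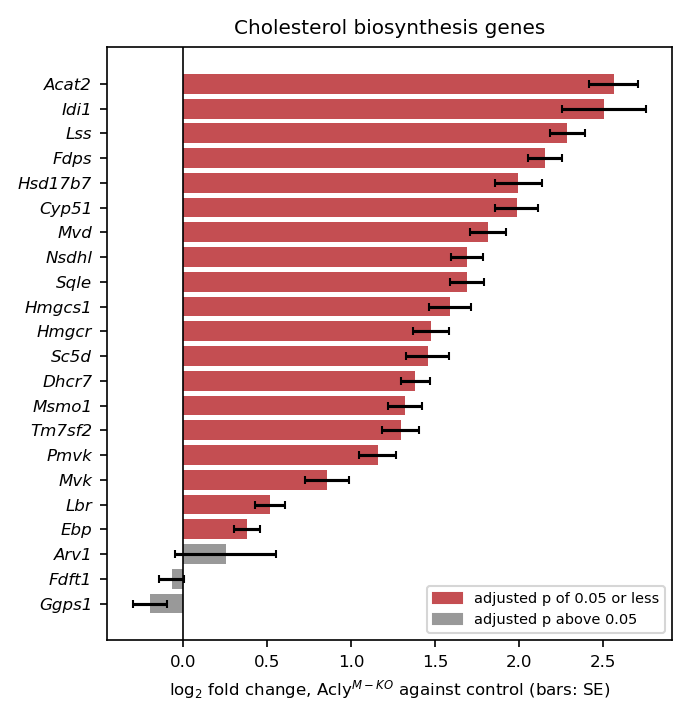
Log2 fold change between Acly M-KO and control macrophages (horizontal axis) of 22 cholesterol biosynthesis genes, with bars for the standard error (3 libraries per group). Red marks the 19 genes with an adjusted p of 0.05 or less, from *Ebp* at 0.38 to *Acat2* at 2.56, and grey the other 3.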

Plotting genes in a volcano plot and performing pathway analysis on the differentially expressed genes identified cholesterol biosynthesis as the most deregulated pathway, with most targets related to this pathway being upregulated in Acly^M-KO^ macrophages (Fig. 6a, b). In addition to genes involved in cholesterol metabolism,^10^ fatty-acid metabolism, and cell cycle genes were differentially expressed. 

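Among the genes of fatty-acid metabolism, *Fads2* (NM_019699, chromosome 19, 10062765 to 10101503) had the smallest unadjusted p of all tested genes, at 1.78e-12. It rose from 12.2 ± 0.676 CPM (SD, n = 3) in control to 87.0 ± 6.12 CPM (SD, n = 3) in Acly M-KO macrophages, a log2 fold change of 2.83 (standard error 0.094, adjusted p = 1.52e-08 in edgeR). The change of *Fads1* on the same chromosome was 0.32 (standard error 0.061, adjusted p = 0.00680 in edgeR). Of the proliferation markers, *Mki67* was at 168.8 ± 24.3 CPM in control and 254.6 ± 55.2 CPM in Acly M-KO macrophages (SD, n = 3 each), with a log2 fold change of 0.60 and an adjusted p of 0.0170 in edgeR. *Top2a* increased from 124.2 ± 4.07 to 193.3 ± 44.9 CPM (SD, n = 3 each), a log2 fold change of 0.64 (adjusted p = 0.00762 in edgeR).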

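Expression of 4 genes of cholesterol and fatty-acid import and transport was compared between the 2 groups. *Cd36* rose by 0.67 on the log2 scale (standard error 0.121, adjusted p = 0.00489 in edgeR), with control libraries at 1080 ± 61.1 CPM (SD, n = 3) and Acly M-KO libraries at 1713 ± 369 CPM (SD, n = 3). *Scarb1* increased from 125.4 ± 0.835 to 186.1 ± 16.6 CPM (SD, n = 3 each), a log2 fold change of 0.57 (standard error 0.076, adjusted p = 9.42e-04 in edgeR). In each of these 2 genes, every Acly M-KO library was above every control library. *Fabp3* was weakly expressed, with 38, 37 and 18 counts in control and 40, 125 and 39 counts in Acly M-KO libraries. Its log2 fold change of 0.60 (standard error 0.268, adjusted p = 0.173 in edgeR) was not detectable above the spread between replicates at this depth, and the adjusted p stayed at 0.128 or more under all 17 processing alternatives. *Slc27a4* was at 42.1 ± 2.15 CPM in control and 48.3 ± 4.94 CPM in Acly M-KO macrophages (SD, n = 3 each), a log2 fold change of 0.19 (standard error 0.095, adjusted p = 0.217 in edgeR). Its adjusted p was below the threshold in 2 of 17 alternatives, at 0.0273 with limma-voom and sample weights and at 0.0120 without Acly M-KO replicate 2.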

Distinct genes involved in cholesterol and fatty-acid import and transport (*Ldlr, Cd36, Scarb1, Fabp3, Slc27a4*) were increased in the absence of Acly. In contrast, Acly^M-KO^ macrophages showed decreased expression of LXR-regulated genes that promote cholesterol efflux (*Abca1, Abcg1, Apoe*) or limit cholesterol uptake (*Mylip*) (Fig. 6c). 

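*Abca1* (NM_013454, chromosome 4, 53030789 to 53159988) fell from 1549 ± 126 CPM (SD, n = 3) in control to 813.8 ± 107 CPM (SD, n = 3) in Acly M-KO macrophages, a log2 fold change of -0.93 (standard error 0.096, adjusted p = 1.33e-04 in edgeR). *Abcg1* (NM_009593, chromosome 17, 31057694 to 31117984) was at 400.5 ± 1.27 CPM in control and 234.2 ± 15.4 CPM in Acly M-KO macrophages (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.067, adjusted p = 3.35e-05 in edgeR). *Apoe* decreased from 3470 ± 156 to 1735 ± 307 CPM (SD, n = 3 each), a log2 fold change of -1.0 (standard error 0.110, adjusted p = 2.26e-04 in edgeR). The change of *Mylip* was -0.55 (standard error 0.079, adjusted p = 0.00145 in edgeR), from 88.1 ± 7.21 to 60.2 ± 2.03 CPM (SD, n = 3 each). Every Acly M-KO library was below every control library in all 4 genes, and with each library left out in turn the 4 log2 fold changes stayed between -1.11 and -0.48.

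**Figure D2:**
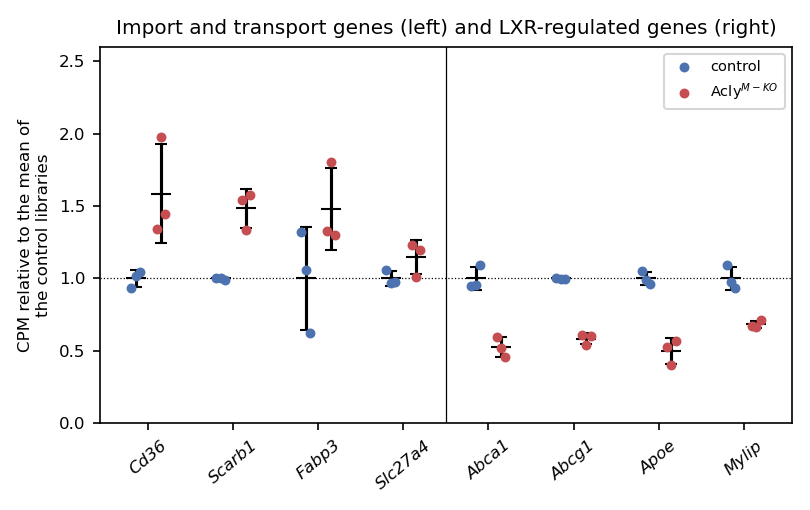
CPM in each library divided by the mean of the 3 control libraries (vertical axis), for 4 import and transport genes and 4 LXR-regulated genes. Points are libraries (blue, control; red, Acly M-KO; n = 3 each) with the mean and SD, and the Acly M-KO libraries lie between 0.40 and 0.71 for the LXR-regulated genes and reach 1.98 for *Cd36*.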

The most significantly increased gene in Acly^M-KO^ macrophages was *Dhcr24*, encoding the enzyme that converts desmosterol into cholesterol as the terminal step in cholesterol synthesis (Fig. 6d). In line with increased *Dhcr24* expression, we measured lower levels of desmosterol and desmosterol-induced genes in Acly^M-KO^ macrophages (Fig. 6e, f). 

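All 20 genes in the desmosterol-induced gene heatmap of Fig. 6 were tested. In edgeR, 14 of them were lower in Acly M-KO macrophages and 0 were higher, in a list that the legend describes as genes found earlier to be induced by desmosterol. Adjusting p over this list alone gave 15 lower genes and 2 higher genes, *Lpl* and *Msr1*. Also 2 genes were higher without a filter on low counts, with the replicate block, without Acly M-KO replicate 1 and with the GC content correction, which was added after seeing the data. The median log2 fold change was -0.46, with a lowest value of -1.3 (*Il18bp*) and a highest of 0.35 (*Msr1*). In 15 of the 20 genes, all Acly M-KO libraries were below all control libraries. The 6 genes not past the threshold were *Cfp* (-0.16), *Nrp1* (-0.05), *Ctsl* (0.10), *Rasgef1b* (0.18), *Lpl* (0.31) and *Msr1*. The list held a larger share of genes past the threshold (70.0%) than the other genes tested (two-sided Fisher's exact test, adjusted p = 9.30e-09). With camera, the adjusted p was 0.0501.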

By increasing cholesterol synthesis and import, and via limiting its export, Acly-deficient macrophages possibly try to cope with the reduced supply of Acly-mediated acetyl-CoA, and by doing so they manage to secure total cholesterol levels (Fig. 6g). Moreover, Acly-deficient macrophages might rescue acetyl-CoA production by upregulating *Acss2* (Fig. 6h). This gene encodes acyl-coenzyme A synthetase short-chain family member 2, an enzyme that converts acetate into acetyl-CoA. This is in line with earlier reports that describe induction of *Acss2* in adipocytes and mouse embryonic fibroblasts upon Acly deletion^20,26^.

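*Acss2* (NM_019811, chromosome 2, 155518043 to 155562743) had 114, 93 and 87 counts in the control libraries and 263, 732 and 281 counts in the Acly M-KO libraries. The log2 fold change was 1.59 (standard error 0.149, adjusted p = 6.01e-05 in edgeR), and it stayed between 1.46 and 1.77 with each library left out in turn. Computed from the transcript length of 2931 bp and the total count over all transcripts, its RPKM was 1.63 ± 0.338 (SD, n = 3) in control and 4.99 ± 0.558 (SD, n = 3) in Acly M-KO macrophages. All Acly M-KO values were above all control values (exact permutation test, two-sided p = 0.10, the smallest that 3 libraries against 3 allow). The exons of *Acss2* overlap those of *Acss2os* on the opposite strand over 113 bp, and the strand setting used for counting is not named in the paper's text. *Acss2os* had a mean of 1.05 CPM over all libraries, while *Acss2* rose from 8.39 CPM in control to 25.0 CPM in Acly M-KO macrophages. These values argue against reads of *Acss2os* as the source of the rise.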

**Fig. 6:**
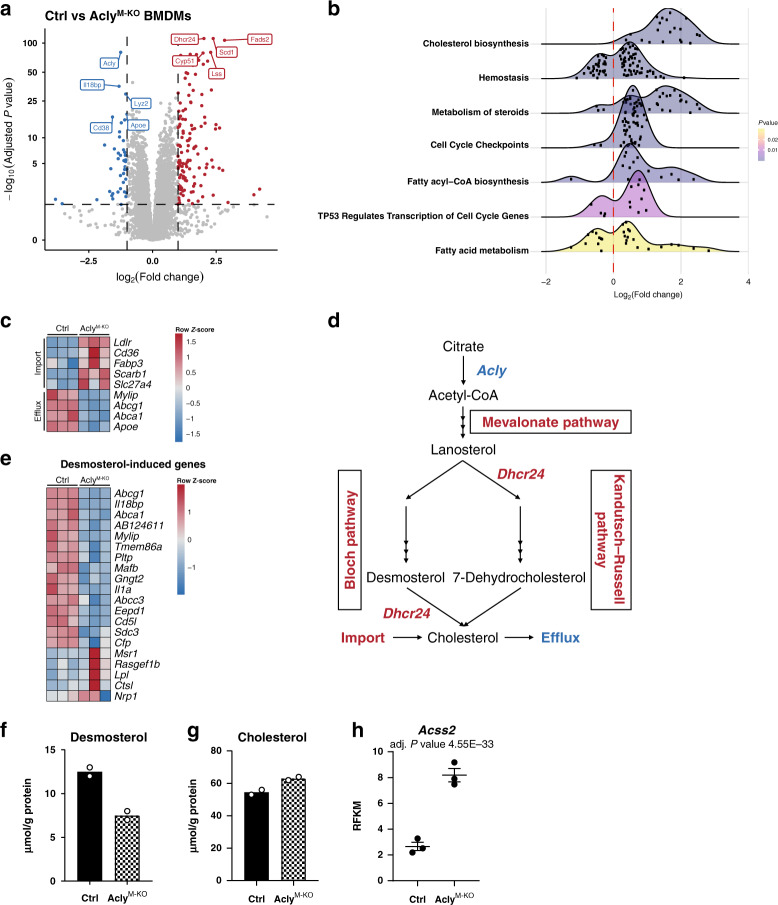
Acly^M-KO^ macrophages exhibit deregulated cholesterol biosynthesis. **a** Volcano plot with up- or downregulated genes in *Acly-*deficient macrophages (BMDMs) highlighted in red or blue, respectively. **b** Ridgeline plot of significantly enriched Reactome pathways. Log_2_FC distributions of member genes are plotted on the *x* axis. Color of the distributions represents enriched pathway *P* value. **c** Expression of genes involved in import/transport of cholesterol and fatty acids, and genes that promote cholesterol efflux. **d** Schematic view of cholesterol metabolism and the effect of *Acly* deficiency (red indicating upregulation; blue downregulation). **e** Desmosterol levels in control and Acly-deficient macrophages. **f** Genes previously found to be induced by desmosterol, plotted in a heatmap for control and Acly^M-KO^ macrophages. **g** Cholesterol levels in control and Acly-deficient macrophages. **h** *Acss2* expression in control and Acly-deficient macrophages. Values represent mean from *n* = 2 technical replicates from three pooled mice **e**, **g**, or mean ± SEM *n* = 3 technical replicates from three pooled mice (**h**). Source data are provided as a Source Data file **e**, **g** or deposited in GSE126690 (**a**–**d**, **f**, **h**).

The resulting deregulated cholesterol metabolism and suppressed desmosterol levels could explain the lower expression of LXR-target genes (Fig. 6f) and possibly also altered polarization (Figs. 3, 4) in Acly^M-KO^ macrophages. Indeed, LXR activation is involved in reprogramming fatty-acid metabolism and inhibiting LPS-induced inflammatory-response genes in macrophages^27^. 

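LXR-target genes were examined as a list of 20 genes written before the data were examined. All were tested, 12 were lower and 4 were higher in Acly M-KO macrophages in edgeR, and 13 were lower and 6 higher when p was adjusted over the list alone. The share past the threshold was 80.0% in the list (two-sided Fisher's exact test against the other genes, adjusted p = 3.53e-11), and the median log2 fold change was -0.37. The adjusted p was 0.231 with camera and below the threshold under the other 17 of 18 alternatives. A division into lipogenic and other targets was chosen after the values were seen. In the 5 lipogenic targets (*Scd1*, *Fasn*, *Scd2*, *Lpcat3* and *Srebf1*), 4 genes were higher and 0 lower, with a median of 1.43. In the other 15 targets, 12 were lower and 0 higher, with a median of -0.58. The transcripts of the receptors did not pass the threshold. *Nr1h3*, which encodes LXRα, had a log2 fold change of -0.28 (adjusted p = 0.250 in edgeR), and *Nr1h2*, which encodes LXRβ, of -0.03 (adjusted p = 0.922 in edgeR). The paper proposes that deregulated cholesterol metabolism and suppressed desmosterol levels could explain the lower expression of LXR-target genes, and possibly also the altered polarization of Acly M-KO macrophages.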

Supporting this hypothesis, exposing macrophages to LXR agonist GW3965 decreased inflammatory responses in both control and Acly^M-KO^ macrophages (Supplementary Fig. 3a). As such, reduced LXR activation could provide one potential mechanistic explanation for the elevated inflammatory responses of *Acly*-deficient macrophages.

### Fatty-acid synthesis is affected in the absence of Acly

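For fatty acyl-CoA synthesis, a list of 35 genes was written after Reactome's pathway before the data were examined, and 26 of them were tested. In Acly M-KO macrophages 12 were higher and 1, *Acly* itself, was lower in edgeR, and 13 were higher and 2 lower when p was adjusted over the list alone. Apart from *Scd1*, the largest increases were in *Elovl6* (log2 fold change 1.94, standard error 0.173, adjusted p = 3.96e-05 in edgeR), *Fasn* (1.73, standard error 0.083, adjusted p = 2.51e-07), *Scd2* (1.43) and *Acsl3* (1.05). *Acaca*, which encodes acetyl-CoA carboxylase 1, rose by 0.72 (standard error 0.124, adjusted p = 0.00363 in edgeR). *Fasn* was at 136.9 ± 12.0 CPM in control and 453.6 ± 33.9 CPM in Acly M-KO macrophages (SD, n = 3 each). The share of genes past the threshold was 50.0% in the list and 12.3% among the other genes (two-sided Fisher's exact test, adjusted p = 7.85e-06), with a median log2 fold change of 0.33. Camera gave an adjusted p of 0.162 for this list.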

Apart from cholesterol metabolism, reactome pathway analysis also indicated “fatty acyl-CoA biosynthesis” and “fatty-acid metabolism” as top deregulated pathways (Fig. 6b). As Acly provides acetyl-CoA as a precursor for fatty acid synthesis^28,29^, we measured fatty acid levels in control and Acly^M-KO^ macrophages by performing lipidomics measurements. Whereas RNA-sequencing analysis suggested a lipid-laden phenotype of Acly^M-KO^ macrophages, total lipid pools were similar in control and Acly^M-KO^ macrophages (Fig. 7a, b). Conversely, levels of omega 3 and 6 fatty acids, including arachidonic acid (AA) tended to be increased in Acly^M-KO^ macrophages (Fig. 7c, d). Cyclooxygenase (COX)-1 and COX-2 produce prostaglandins from AA and these lipid mediators are known to affect inflammatory responses^30^. 

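*Ptgs1* (NM_008969, chromosome 2, 36216742 to 36258593) was at 44.3 ± 0.825 CPM (SD, n = 3) in control and 29.2 ± 4.89 CPM (SD, n = 3) in Acly M-KO macrophages. Its log2 fold change was -0.61 (standard error 0.116, adjusted p = 0.00588 in edgeR), and it stayed between -0.74 and -0.47 with each library left out in turn. *Ptgs2* had 7, 5 and 9 counts in the control libraries and 12, 26 and 10 counts in the Acly M-KO libraries, and was removed by the filter on low counts. Without the filter, its log2 fold change was 0.69 with an adjusted p of 0.428 in edgeR, so a difference was not detectable at this depth. *Ptges* was also weakly expressed, at 1.95 ± 0.348 CPM in control and 1.99 ± 0.320 CPM in Acly M-KO macrophages (SD, n = 3 each), with a log2 fold change of -0.02 (standard error 0.264, adjusted p = 0.967 in edgeR). The sign of this change was positive under some alternatives, and 0 of 17 alternatives gave an adjusted p below the threshold. *Ptgds* had 0 counts in every library.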

The genes encoding COX-1 and COX-2 (*Ptgs1* and *Ptgs2*) and downstream prostaglandins (PGD_2_, PGF_2a_, and in particular PGE_2_) were deregulated in Acly^M-KO^ macrophages (Fig. 7d). Moreover, Acly^M-KO^ macrophages showed a decreased expression of prostaglandin E 4 receptor (EP4, *Ptger4*) (Fig. 7e). 

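*Ptger4* (NM_001136079, chromosome 15, 5233399 to 5244187) was at 25.1 ± 2.36 CPM (SD, n = 3) in control and 20.0 ± 1.16 CPM (SD, n = 3) in Acly M-KO macrophages. The log2 fold change was -0.33 (standard error 0.106, adjusted p = 0.0625 in edgeR), which did not pass the threshold of 0.05. All 3 Acly M-KO libraries were below all 3 control libraries (exact permutation test, two-sided p = 0.10, the smallest possible). With a correction for GC content, chosen after seeing the data, the adjusted p was 0.0384, and in the other 16 of 17 alternatives it was above the threshold. Its RPKM, from a transcript length of 3312 bp, was 4.31 ± 0.430 (SD, n = 3) in control and 3.52 ± 0.167 (SD, n = 3) in Acly M-KO macrophages.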

Loss of EP4 has previously been described to enhance inflammatory responses^31,32^. Subsequently, PGE_2_- and LPS-treated Acly^M-KO^ macrophages display a reduced responsiveness to PGE_2_ when compared to control macrophages (Fig. 7f, g).

**Fig. 7:**
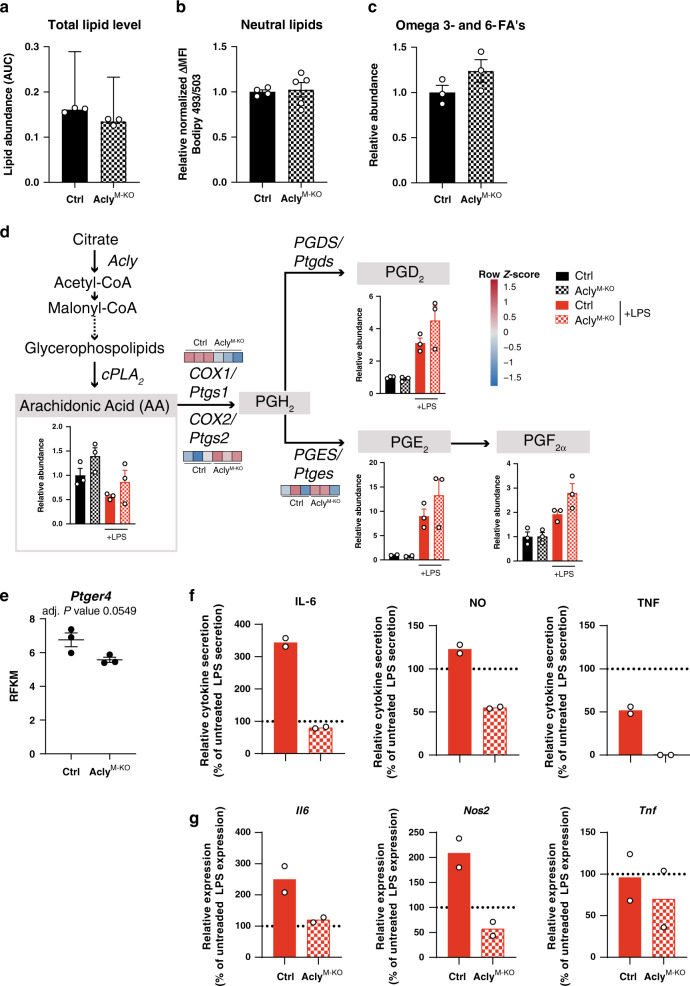
Deletion of Acly leads to deregulation of lipid mediators and decreased responsiveness to prostaglandin E2. **a** Total sum of measured lipids by metabololipidomics. **b** Neutral lipids analyzed by Bodipy 493/503. **c** Sum of AA, DHA, EPA, AdA, LA, ALA/GLA, DPAn-3, and DGLA omega 3 and 6 fatty acids (FA’s) measured by metabololipidomics. **d** Lipid abundances and genes involved in prostaglandin synthesis. **e** *Ptger4* expression in control and Acly-deficient macrophages. **f** Effect of PGE2 treatment on cytokine secretion in control and Acly^M-KO^ LPS-treated BMDMs. **g** Effect of PGE2 treatment on cytokine secretion in control and Acly^M-KO^ LPS-treated BMDMs. Values represent mean ± SEM (*n* = 3 technical replicates from three pooled mice **a**–**e**), or mean (*n* = 2 technical replicates from three pooled mice (**f**, **g**)) Source data are provided as a Source Data file (**a**–**d**, **f**) or deposited in GSE126690 (**d**, **e**).

Together, these findings indicate that Acly^M-KO^ macrophages rewire cholesterol and fatty-acid metabolism to deal with the absence of Acly, and these metabolic changes are accompanied by altered inflammatory responses.

### Acly^M-KO^ macrophages show increased apoptosis and efferocytosis

In addition to cholesterol and fatty acid metabolism, pathway analysis identified “cell cycle checkpoints” and “TP53 regulates transcription of cell cycle genes” among the most-regulated pathways (Fig. 6b), with most genes related to these pathways being increased in Acly^M-KO^ macrophages (Fig. 8a). 

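The checkpoint list of Fig. 8a belongs to a pathway that the paper found from these data. The legend does not say how its genes were chosen. Lists of S phase and G2/M genes that do not come from these data (those of the Seurat package) were therefore tested too. Of the 55 genes in the checkpoint list, 37 were higher and 3 (*Cenpa*, *Cdkn1b* and *Clasp2*) were lower in Acly M-KO macrophages in edgeR, with a median log2 fold change of 0.51. When p was adjusted over this list alone, 52 were higher and 3 lower, which is all 55 genes. A list chosen because its genes differed in these data would give such counts, so they are no independent support. With each library left out in turn, 17 to 44 were higher. Because the pathway of the list was found from these data, an enrichment test of the list shows nothing further. Among 54 G2/M genes, of which 13 are also in the checkpoint list, 39 were higher and 1 was lower, with a median log2 fold change of 0.59, and 45 were higher and 1 lower over the list alone. Among 43 S phase genes, of which 4 are also in the checkpoint list, 15 were higher and 0 were lower, with a median of 0.45, and 26 were higher and 1 lower over the list alone. Two-sided Fisher's exact tests gave adjusted p = 3.48e-24 for the G2/M genes and 2.27e-04 for the S phase genes. Camera moved these results most, with adjusted p of 0.176 for the G2/M genes and 0.325 for the S phase genes. The level of each set, as the mean log2 CPM relative to all 6 libraries, was -0.29, -0.27 and -0.21 in control and 0.10, 0.47 and 0.20 in Acly M-KO replicates for the G2/M genes. For the S phase genes it was -0.24, -0.17 and -0.16 in control and 0.02, 0.46 and 0.08 in Acly M-KO replicates. These differences had p = 0.10 in two-sided exact permutation tests, the smallest that this design allows. Acly M-KO replicate 2 was the highest library, and without it the median log2 fold change was 0.43 for the G2/M genes, 0.37 for the checkpoint list and 0.25 for the S phase genes.

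**Figure D3:**
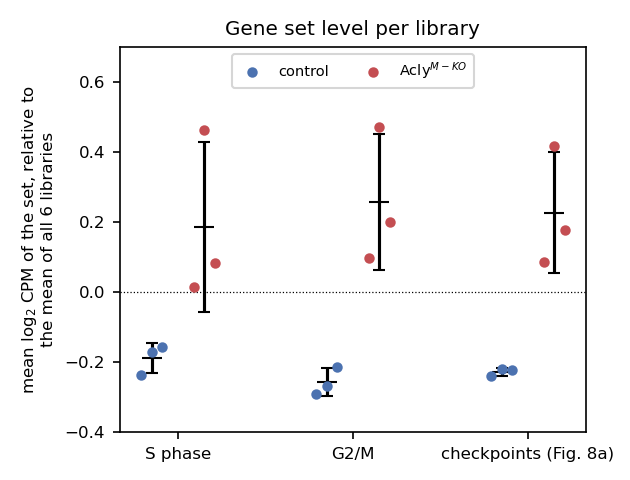
Mean log2 CPM of the S phase genes, the G2/M genes and the Fig. 8a checkpoint list in each library, relative to the mean of all 6 libraries (vertical axis). Points are libraries (blue, control; red, Acly M-KO; n = 3 each) with the mean and SD, and the Acly M-KO libraries are all above the control libraries, between 0.02 and 0.47.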

As the transcription factor p53 is a key modulator of both apoptosis and senescence, we assessed those cell cycle-related processes more detailed. We stained DNA of control and Acly^M-KO^ macrophages with propidium iodide and measured increased fractional DNA content (Sub-G1), a hallmark of ACs, in Acly^M-KO^ macrophages (Fig. 8b). Moreover, β-galactosidase activity measurements indicated increased senescence in Acly^M-KO^ macrophages (Fig. 8c). Supporting those data, the expression of p53 target genes related to cell cycle mostly increased in the absence of Acly (Fig. 8a). Noteworthy, the expression of the LXR-dependent anti-apoptosis genes *Cd5l* (AIM), *Lbp*, and *Mafb* (all known to promote macrophage survival^33–35^) was reduced in the absence of Acly, providing a potential link between reduced LXR activation (Fig. 6f) and increased apoptosis in these cells. 

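*Cd5l* (NM_009690, chromosome 3, 87357881 to 87371074) was at 2963 ± 119 and 2541 ± 82.1 CPM in control and Acly M-KO macrophages (SD, n = 3 each), a log2 fold change of -0.22 (standard error 0.064, adjusted p = 0.0442 in edgeR). *Lbp* was weakly expressed, with 49, 93 and 56 counts in control and 35, 71 and 46 counts in Acly M-KO libraries. Its log2 fold change was -0.80 (standard error 0.231, adjusted p = 0.0423 in edgeR). In both genes, every Acly M-KO library was below every control library after normalization. The adjusted p stayed below the threshold in 11 of 17 alternatives for *Cd5l* and in 9 for *Lbp*, with largest values of 0.183 and 0.212.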

Increased apoptosis within atherosclerotic lesions needs to be paralleled by increased clearance of those cells to prevent the growth of necrotic cores and plaque destabilization. Therefore, we questioned whether improved efferocytosis of apoptotic macrophages could explain the smaller necrotic cores in atherosclerotic lesions of Acly^M-KO^ mice. Hereto, we co-cultured control or Acly^M-KO^ BMDMs with apoptotic macrophages that were labeled with the pH-sensitive dye pHrodo and measured efferocytosis. Culturing the cells at 4 °C served as a negative control to set the pHrodo^+^ gate and effective internalization of ACs was also validated by imaging flow cytometry (Fig. 8d). To validate these results in vivo, we analyzed apoptosis and efferocytosis in the atherosclerotic plaques from control and Acly^M-KO^ mice by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) double staining with MAC3. In vivo apoptosis, but not efferocytosis, appeared to be increased in plaques from Acly^M-KO^ mice (Fig. 8e, f). These assays highlighted that Acly-deficient macrophages demonstrate more-efficient efferocytosis in vitro, an atheroprotective macrophage function associated with stabilized atherosclerotic plaques in vivo (Fig. 8d).

**Fig. 8:**
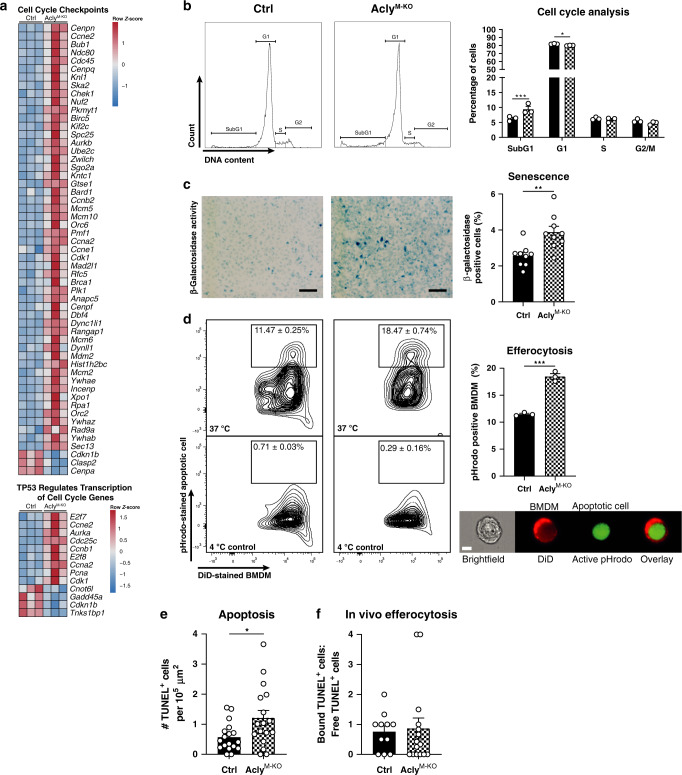
Deletion of Acly results in increased apoptosis, growth arrest, and more-efficient efferocytosis. **a** Expression of genes associated with indicated reactome pathways. **b** Flow cytometric analysis of control and Acly^M-KO^ macrophages stained with propidium iodide to asses cell cycle distribution. ***P = 0.0009, *P = 0.0385. **c** Senescence in control and Acly^M-KO^ BMDMs by b-galactosidase activity measurement. Scale bar represents 100 µm. **P = 0.0034. **d** In vitro phagocytosis of pHrodo-stained apoptotic cells by DiD-labeled control or Acly^M-KO^ BMDMs measured by flow cytometry after incubation at 37 °C (or 4 °C as negative control) and validated by imaging flow cytometry (Imagestream, scale bar represents 7 µm). Quantification of efferocytosis at 37 °C as a percentage of DiD-positive cells that incorporated an apoptotic cell. ***P = 0.0002. **e** Quantification of TUNEL^+^ cells in lesions of *Ldlr*^−/−^ mice transplanted with control or Acly^M-KO^ bone marrow. *P = 0.0203 (**f**). Ratio of TUNEL^+^ cells bound to MAC3^+^ macrophages and free TUNEL^+^ cells. Values represent mean ± SEM (*n* = 3 technical replicates of one out of three representative independent experiments in **b**–**d**) and *n* = 20/19 (ctrl/KO in **e**, **f**)). *P < 0.05; **P < 0.01, ***P < 0.001 by two-way ANOVA with Bonferroni post hoc test for multiple comparisons **b** or two-tailed Student’s *t* test (**c**, **d**). Source data are provided as a Source Data file (**b**–**f**) or deposited in GSE126690 (**a**).

## Discussion

Targeting ACLY in liver cells has emerged as an attractive aid to lower serum LDL-C levels in hypercholesteremic patients^16,17^. In the present study, we demonstrate that myeloid deficiency for Acly deregulated fatty-acid and cholesterol metabolism and leads to enhanced apoptosis, combined with improved efferocytosis. In vivo, this results in more stable atherosclerotic plaques, reflected by smaller necrotic cores and more collagen deposition. As such we identify targeting macrophage Acly as a potential new therapeutic avenue in cardiovascular disease.

Noteworthy, Acly targeting with bempedoic acid (ETC-1002, a prodrug activated by acyl-CoA synthetase solute carrier family 27 member 2 (SLC27A2) in the liver) is already applied in the clinic as a new aid to lower serum LDL-C in hypercholesteremic patients^36,37^. Acly inhibition reduces cholesterol synthesis in hepatocytes, leading to the upregulation of LDLR expression and clearance of LDL-C particles from the blood^38^. Similar as in liver cells, Acly deficiency in macrophages leads to the upregulation of *Ldlr*, probably to compensate for deregulated cholesterol biosynthesis. In addition to elevated expression of the LDL receptor, loss of *Acly* enhances the expression of CD36 and SR-B1. Besides their role in cholesterol uptake, both class B scavenger receptors are key mediators of efferocytosis^39,40^. Impaired efferocytosis drives the accumulation of necrotic debris in atherosclerotic plaques and can lead to plaque rupture and cardiovascular events. In accordance with increased CD36 and SR-B1 expression in Acly^M-KO^ macrophages, the capacity of these cells to clear ACs was improved. Silencing of ACLY was recently found to suppress DNA damage repair, resulting in genomic instability and cell death^41^. In agreement, *Acly*-deficient macrophages were more senescent and prone to apoptosis. Together, increased apoptosis and more effective clearance of such apoptotic macrophages may explain the reduced necrotic core formation in plaques of Acly^M-KO^ mice. Along with reduced necrotic core formation, collagen deposition was increased in the plaques of Acly^M-KO^-transplanted mice. In line with the increase in collagen content and fibrous cap thickness, the plaques of those mice showed increased mRNA levels of TGF-β1, a key pro-fibrotic cytokine which is secreted by macrophages upon efferocytosis^42^. Thus, efferocytosis might trigger the synthesis of TGF-β1 that drives the increased collagen deposition in plaques of myeloid Acly-deficient mice. Interestingly, although efferocytosis is generally believed to be an anti-inflammatory process, we observed augmented expression of inflammatory genes in plaques of Acly^M-KO^ mice. Moreover, cultured Acly-deficient macrophages were found to be hyperinflammatory. We found that the expression of LXR-target genes and abundance of main LXR agonist desmosterol were diminished in both unstimulated and LPS-stimulated Acly-deficient macrophages. In addition to their role in cholesterol efflux, LXRs are established negative regulators of inflammatory macrophage responses^43^. Therefore, blunted LXR activation provides a potential mechanistic explanation for the elevated inflammatory responses of Acly-deficient macrophages. In addition, LXR activation is believed to promote macrophage survival^33,35^. LXR-target genes *Cd5l* (AIM), *Lbp* and *Mafb* have been found to inhibit apoptosis and promote macrophage survival and were all downregulated in Acly-deficient macrophages. Therefore, diminished LXR activation might contribute to the increase in apoptosis upon Acly deletion. Interestingly, Lauterbach et al.^11^ recently applied Acly inhibitors and siRNA-mediated knockdown to demonstrate the role of Acly in regulating acute LPS responses via histone acetylation. The difference between our observations and the ones of Lauterbach et al. might be explained by the knockdown method (i.e., short-term siRNA vs long-term LysMCre-driven) and other experimental variables. Clearly, the role of Acly in macrophages is stimulus- and time-dependent and also appears to depend on the experimental setting as Namgaladze et al. observed no effect of Acly silencing^44^. As such, this is an area that warrants future research.

Collectively, we demonstrate that macrophage-specific targeting of *Acly* elicits a favorable atherosclerotic plaque phenotype. With liver-specific inhibition of ACLY already being applied as a cholesterol-lowering aid, we anticipate our observations in macrophages to spike the development of new cell-specific ACLY inhibitors that target different cell types to tackle the disease from distinct angles.

## Methods

### Human tissue collection

Anonymised human plaque tissues for the determination of protein expression were obtained from the Maastricht Pathology Tissue Collection (MPTC) under approval of the Medical Ethical Committees AZm/UM from the Maastricht University Medical Centre. The formalin-fixed paraffin-embedded human carotid samples used for immunohistochemistry were collected at autopsy (*n* = 16, mean age 72.6 years, all men). Collection, storage in the MPTC and use of tissues were performed in agreement with the “Dutch Code for Proper Secondary use of Human Tissue”. None of the co-authors was involved in tissue collection during autopsy. No prior informed consent was directly obtained from the patients, but an opt-out arrangement was in place and hence tissues were not used in case of objection by relatives in line with the guidelines provided by the Dutch Code for Proper Secondary use of Human Tissue. Samples represented the following stages of atherosclerosis (*n* = 7/9 per. respectively, stable/unstable group): pathological intimal thickening and plaque with intraplaque hemorrhage^45^.

### Mice experiments

C57Bl/6J mice with *loxP* sites flanking exon 9 of the *Acly* gene (*Acly*^*f*l/fl^)^20^ were crossed with *Lyz2*-Cre transgenic mice to generate mice with a myeloid-specific deletion of *Acly* (Acly^M-KO^). *Ldlr*^−/−^ mice on a C57BL/6 background were purchased from Jackson Laboratories. All mice were maintained in an animal facility at an ambient temperature of 20–24 °C with 40–70% relative humidity under a 12:12 h light–dark cycle. All mouse experiments were conducted after approval by the Committee for Animal Welfare (University of Amsterdam and VU university Amsterdam).

For bone marrow transplantation, female *Lldr*^−/−^ mice were lethally irradiated with six Gray on 2 successive days. After randomization based on weight, mice were divided in two groups of 20 and injected intravenously with 5 × 10^6^ bone marrow cells from either control or Acly^M-KO^ mice. From one week before until 5 weeks after transplantation, recipient *Lldr*^−/−^ mice received autoclaved tap water containing antibiotics (100 mg/L neomycin and 60,000 U/l polymyxin B sulfate). Bone marrow transplantation efficiency was evaluated by qPCR for *Ldlr* on DNA extracted from blood. Six weeks after the transplantation, mice received a HFD) (15% fat and 0.15% cholesterol, Ssniff Spezialdiäten). After 10 weeks HFD, mice were sacrificed by CO_2_ asphyxiation. Hearts, livers, and spleens from killed mice were collected and hearts and livers were frozen in tissue-tek (DAKO) for histological analysis. Blood was collected before the start of the diet and five and nine weeks after the start of the diet for lipid profiling and to determine leukocyte composition. Peritoneal macrophages were isolated after thioglycolate injection from 6/6 (control/Acly^M-KO^) mice as previously described^46^.

### Histology

Sections of 7 μm were cut on a Leica 3050 cryostat and stained with toluidine blue (0.2% in phosphate-buffered saline (PBS)) to quantify plaque area and Sirius red (0.05% in saturated picric acid solution) to measure collagen deposition using Adobe Photoshop software (Version. In addition, toluidine blue-stained slides were used to measure necrosis and to categorize plaques by an experienced pathologist. Minimal cap thickness was measured on the thinness part of the cap surrounding the necrotic core. Sections were fixed in acetone and incubated with antibodies against MOMA‐2 (1:4000, AbD Serotec), Ly6G (1:200, BD Pharmingen), total Acly (1:100, Abcam), or MOMA-2 (1:4000, AbD Serotec) together with TGF-β (1:100, Abcam) to determine macrophage, neutrophil, total Acly and macrophage-related TGF-β content, respectively, (antibodies detailed in the Supplementary Table 1). MOMA-2, Ly6G, and Acly were captured using biotin-labeled rabbit anti-rat antibody (Vector Laboratories) as secondary antibody. Hereafter, the signal was amplified using the ABC kit (Vector Laboratories) and subsequently visualized using the ImmPACT AMEC Red substrate kit (Vector Laboratories). Combined MOMA-2 and TGF-β staining was visualized using Alexa-555-labeled goat anti-rat antibody (Molecular probes, 1:400) for MOMA-2 and Alexa647-labeled goat anti-rabbit antibody (Molecular probes, 1:400) for TGF-β. Hereafter, the signal was measured by multispectral imaging using a Vectra Polaris slide imager (Perkin Elmer), and subsequently cleaned from autofluorescent spectra by measuring an unstained lesion. ImageJ was used for analysis of positive area and for colocalization with the ImageJ plugin JaCOP.

To analyze apoptosis and efferocytosis with TUNEL, sections were stained with MAC3 following paraformaldehyde fixation, and permeabilization with 0.1% triton X-100. MAC3 signal was detected using biotinylated rabbit anti-rat antibody, streptavidin-ABC-AP, and visualized using vector blue (all Vector Laboratories). Next, TUNEL enzyme incorporated fluorescein-labeled dNTPs into ACs which were then visualized with anti-FITC–HRP, and diamino benzidine (DAB, DAKO) according to manufacturer’s instruction (In situ cell death detection kit, Sigma). The efferocytosis index was calculated as the ratio of TUNEL + AC bound to MAC3 + cells over free ACs (bound AC/free AC), as previously described^47,48^.

For the analysis of Acly in human plaques, slides were deparaffinised and antigens were retrieved by cooking in a Tris-EDTA buffer with pH 9. Plaque slides were incubated with anti-phosphorylated ATP citrate lyase (pSer^454^) (Sigma, 1:100) or anti-ATP citrate lyase (Abcam, 1:100), anti-CD68 (Abcam, 1:75) or anti-CD45 (DAKO, 1:100), and DAPI (Invitrogen, 1:1000) to visualize macrophages and phosphorylation of ATP citrate lyase in the plaque tissue. Subsequently, slides were incubated with anti-rabbit Alexa488 (Molecular probes, 1:400) and anti-mouse Alexa647 (Invitrogen, 1:400). Fluorescent signal was captured with multispectral imaging using a Vectra Polaris slide imager (Perkin Elmer). ImageJ was used for analysis of positive area and for colocalization with the ImageJ plugin JaCOP. A representative image of 7 unstable plaques was shown.

### Blood, spleen and liver parameters

Levels of cholesterol and triglycerides in plasma were enzymatically determined according to the manufacturer’s protocol (Roche). Hepatic triglyceride levels were enzymatically determined on snap frozen liver samples according to the manufacturer’s protocol (Cayman chemical). Spleens were crushed and digested by enzymatic digestion. Blood and spleen leukocyte composition was assessed by flow cytometry after antibody staining with CD45-APC-Cy7 (1:100) for total leukocytes, CD11b-PE-Cy7 (1:400), MHC-II-PerCP Cy5.5 (1:100) and Ly6C-APC (1:100) for monocytes, Ly6G-FITC (1:100) for neutrophils, NK1.1-PE (1:100) for natural killer cells, CD3-PerCP Cy5.5 (1:100), CD4-APC (1:200) and CD8-FITC (1:200) for T cells and CD19-PE (1:100) for B cells. Fluorescence was measured on a Beckman Coulter CytoFLEX and analyzed with CytExpert software.

### Bone marrow isolation/neutrophil isolation and BMDM/BMDC culture

Bone marrow cells were extracted by flushing femurs and tibias of control and Acly^M-KO^ mice. Cells were seeded and differentiated to macrophages in complete Roswell Park Memorial Institute (RPMI)-1640 containing 25 mM HEPES, 2 mM l-glutamine, 10% FCS, 100 U/ml penicillin, 100 μg/ml streptomycin and 15% L929-conditioned (LCM) medium for 7 days. BMDMs were left unstimulated or stimulated with 100 ng/ml LPS (Sigma) or 20 ng/ml IL-4 (Peprotech) for 24 h.

Bone marrow cells were differentiated to dendritic cells in IMDM containing 10% FCS, 100 U/ml penicillin, 100 µg/ml streptomycin, 2 mM Glutamax, 50 µm β-mercaptoethanol and 30 ng/ml X63 for 7 days.

Neutrophils were isolated from bone marrow cells by density gradient as also detailed in the reference^49^. Bone marrow cells were resuspended as max 100 × 10^6^ per ml ice-cold PBS, after which 1 ml cell suspension was added on top of a double density gradient. The lower layer contained 3 ml of 150 µM NaCl-Percoll mix with a density of 1.119 g/ml topped up with a layer of Lymphoprep with a density of 1.077 g/ml. After centrifugation (30 min, 2000 rpm, 25 °C, no brake) neutrophils were present at the interphase. After washing with RPMI, viability was determined and cells were frozen until further analysis.

### Cell lines

RAW264.7 cells were cultured in complete RPMI-1640 containing 2 mM l-glutamine, 10% FCS, 100 U/ml penicillin and 100 µg/ml streptomycin. Cells were passed when 80–90% confluency was reached by scraping in fresh medium. Cells with passage number 6–12 were used for experiments.

### Immunoblotting

BMDMs were washed with cold PBS and lysed on ice in NP40 cell lysis buffer (ThermoFisher) supplemented with fresh protease inhibitor cocktail (Sigma-Aldrich) and fresh PhosSTOP (Sigma-Aldrich). Lysates were scraped, collected and centrifuged for 10 min at 2000 × *g* and 4 °C. Supernatants were equalized on protein concentration after quantification with the BCA assay (ThermoFisher), heated for 10 min at 95 °C, loaded on Bolt 4–12% Bis-Tris gels (ThermoFisher) and transferred onto nitrocellulose membranes (Bio-Rad). Membranes were blocked for 1 h with 5% milk powder (Campina) or 5% BSA (Sigma) in Tris-buffered saline with TWEEN 20 (TBS-T) and incubated overnight with primary antibodies against ACLY (1:1000, Abcam), phosphorylated ACLY (1:1000, Cell Signaling Technology), and α-Tubulin (1:2000, Sigma-Aldrich, #T5168). Next day, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (1:2000, Thermo Fisher Scientific) in milk or BSA (5% in TBS-T) and developed using SuperSignal West Pico Chemiluminescent PLUS Substrate (Thermo Fisher Scientific).

For histone acetylation analysis, BMDMs were washed with cold PBS and lysed on ice in Triton Extraction Buffer (0.5% Triton X-100, 0.02% (w/v) NaN_3_ in PBS) supplemented with fresh protease inhibitor cocktail (Sigma-Aldrich). Lysates were scraped, collected and centrifuged for 10 min at 2000 × *g* and 4 °C. Subsequently, pellets were resuspended in 0.2 M HCl and rotated overnight at 4 °C for acid histone extraction. Next day, samples were centrifuged for 10 min at 2000 × *g* and 4 °C, and supernatants (containing the extracted histones) were collected. Immunoblotting of histone extracts was performed as detailed above, with primary antibodies directed against H3 (1:5000, Cell Signaling Technology) and H3K27ac (1:1000, Diagenode).

### Gene expression analysis

Aortic roots were disrupted with glass beads in a MagnaLyser system and total RNA was extracted from homogenates using TRIzol reagent (Life Technologies) and the RNeasy Mini Kit with DNase treatment (QIAGEN). For BMDMs, total RNA was isolated from macrophages in 24-well plates (5 × 10^5^ cells/well) using the RNeasy Mini Kit with DNase treatment (QIAGEN) or GeneJET RNA Purification Kit (Thermo Fisher Scientific). Isolated RNA from aortic arches and BMDMs was reverse-transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher) and gene expression analysis was performed with SYBR Green Fast mix (Applied Biosystems) on a ViiA7 system (Applied Biosystems). Levels of expression were normalized to those of housekeeping genes *Rplp0* and *Ppia*. Primer sequences used for gene expression analysis are provided in Supplementary Table 2.

### Cytokine, NO, and ROS production

Production of IL-6, TNF, and NO was quantified in supernatants using ELISA (Life Technologies) or the Griess test (Sigma) respectively, following the supplier’s protocols. In order to determine ROS production, macrophages were incubated with 20 μM CM-H_2_DCFDA (ThermoFisher) for 30 min at 37 °C (5% CO_2_). Hereafter, cells were washed with PBS and fluorescence was measured on a Beckman Coulter CytoFLEX.

### Flow cytometry

To examine surface marker expression, BMDMs were detached using citrate buffer (17 mM tri-Sodium citrate dehydrate and 135 mM potassium chloride in water), transferred to V-bottom well plates, incubated with 1:50 anti-CD16/CD32 Fc-block and stained for 20 min at room temperature in the dark with antibodies. Antibodies were directed to CD40-APC (Biolegend, 1:100), MHC-II-PerCP/Cy5.5 (Biolegend, 1:200), CD80-BV650 (Biolegend, 1:100) and CD86-BV510 (Biolegend, 1:100) for LPS-stimulated macrophages or directed to CD71-PE (BD PharMingen, 1:250), CD206-APC (Biolegend, 1:250), CD273-PE (BD PharMingen, 1:250), CD301-AF647 (Serotec, 1:250) or isotype controls (Biolegend) for IL-4 stimulated macrophages (IGG2A-PE, IGG2A-APC), diluted in staining buffer (PBS with 0.5% BSA and 2.5 mM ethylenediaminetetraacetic acid; EDTA). After staining, cells were washed and resuspended in staining buffer, measured on a Beckman Coulter CytoFLEX or BD LSR Fortessa and analyzed using FlowJo (Tree Star). Surface expression was calculated as ΔMFI = (median fluorescence intensity)_positive staining_ – (median fluorescence intensity)_isotype or FMO control_. MFI controls (isotype or FMO) were measured on a pool of all samples.

### Metabolomics

Macrophages were quenched by ice-cold methanol. D_3_-aspartic acid, D_3_-serine, D_5_-glutamine, D_3_-glutamate, ^13^C_3_-pyruvate, ^13^C_6_-isoleucine, ^13^C_6_-glucose, ^13^C_6_-fructose-1,6-biphosphate, ^13^C_6_-glucose-6-phosphate, adenosine-^15^N_5_-monophosphate and guanosine-^15^N_5_-monophosphate (5 µM) served as internal standards. After addition of chloroform, samples were centrifuged and the “polar” top layer was dried in a vacuum concentrator and dissolved in methanol/water (6/4, v/v). Analysis was done using a Thermo Scientific (U)HPLC system coupled to a Thermo Q Exactive (Plus) Orbitrap mass spectrometer (Waltman) with a SeQuand ZIC-cHILIC column. MS data were acquired in full scan, negative ionization mode with a mass resolution of 140,000^46^. Interpretation of the data was performed on the Xcalibur software (ThermoFisher). Further analyses were performed in R using *ggplot2, ropls*, and *mixOmics* packages.

### Metabolic determinants and extracellular flux analysis

Glucose (GOD-PAP method, Biolabo) and ATP (ThermoFisher) levels were enzymatically determined according to manufacturer’s protocol. Lactate was enzymatically determined on 3% metaphosphoric acid (MPA) deproteinized cell culture supernatants. After centrifugation (20,000 × *g*, 10 min) supernatants and l-lactic acid standards were measured for background fluorescence in a 0.5 M Glycine-0.4 M Hydrazine buffer, pH 9.0 with 3.6 mM NAD with a Mithras LB-940 reader at λex/λem = 340–10/450–10 nm five times every 2 min. Reactions were started by adding 0.5 M Glycine-0.4 M Hydrazine buffer, pH 9.0 with 50 µg/mL l-lactate dehydrogenase from rabbit muscle (Roche) and again measured at λex/λem = 340–10/450–10 nm every 2 min until a stable read was achieved.

For extracellular flux analysis, the XF-96 Flux Analyzer (Agilent) was used to assess OCR and ECR on macrophages from both phenotypes. BMDMs (8 × 10^4^ cells/well) were plated on XF-96-cell culture plates (Agilent), treated with LPS or left untreated. In all, 1 hr before the assay, cells were washed and replaced with Dulbecco’s Modified Eagle’s Medium (DMEM) (Sigma-Aldrich) without glucose, phenol red, and sodium bicarbonate. The run consisted of 2 min mixing, 3 min measuring and subsequent four injections: glucose (final assay concentration 25 mM), oligomycin A (OM, final assay concentration 1.5 µM), FCCP (final assay concentration 1.5 µM) with sodium pyruvate (final assay concentration 1 mM), with last injection of antimycin A (AA, final assay concentration 2.5 µM) with rotenone (final assay concentration 1.25 µM). Data were analyzed using Wave software as detailed before^50^.

### Transcriptomics

Total RNA was isolated from BMDMs using a RNeasy Mini Kit with DNase treatment (QIAGEN) and strand-specific libraries were constructed using the KAPA mRNA HyperPrep kit (KAPA Bioystems). Subsequently, samples were sequenced on an HiSeq 4000 instrument (Illumina)^46^. Afterwards, reads were aligned to the mouse genome mm10 by *STAR 2.5.2b*. BAM files were indexed and filtered with *SAMtools* and raw tag counts and RPKM values were summed using HOMER2’s analyzeRepeats.pl script. Differential expression was assessed using the *DESeq2* package in an R environment. Reactome pathway enrichment analysis was performed using the *ReactomePA* package for significantly differentially expressed genes (adjusted *p* value ≤ 0.05). Significantly enriched pathway list was filtered on redundant pathways that represent parent functionality. Summarized pathway list was visualized using ridge plots, by extracting gene ids and plotting fold change distributions using in-house scripts. Volcano plot and heatmaps were generated using the *ggplot2*, *ggrepel*, and *pheatmap* package.

### Analysis of sterols in macrophages

Sterols were analyzed in 2 × 10^6^ macrophages, homogenized in 100 μl PBS followed by sonication in a sonicator bath for 2 min. One hundred microliters of internal standard solution (65 nmol of epicoprostanol) was added and mixed followed by addition of 1.0 ml of saponification reagent (0.3 M KOH in ethanol). This was incubated for 2 h at 80 °C. After cooling, 2 ml of hexane and 0.5 ml of water was added and mixed. Three hundred microliters of the hexane layer was taken to dryness under a flow of nitrogen at 40 °C and 120 μl of BSTFA (+1% TMCS) was added and incubated for 30 min at 80 °C. One microliter of the resulting trimethylsilyl (TMS)-ethers of the sterols was injected on a GC system (CPSil5 column, Agilent GC 7890B) with FID detection for quantification using the added internal standard. The identity of the sterols was confirmed by GC-MS using separation on a Agilent GC 7890B followed by selected ion monitoring of the TMS‐derivatives on an MSD5977A MS detector in the EI + -mode.

### Metabololipidomics

Lipids were extracted from macrophages (5 × 10^5^ cells/condition) in 24-well plates, cultured in serum-free phenol red-free DMEM medium supplemented with 25 mM HEPES, 2 mM l-glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. Cell lysates were quenched by adding 1.5 mL methanol and 4 µl internal standard solution [2H4]LTB_4_, [2H8]15-HETE, [2H4]PGE_2_, [2H5]DHA, [2H11]14(15)EET and [2H4]PGF_2α_ (50 ng/mL in MeOH) was added. Samples were then placed in −20 °C to equilibrate and spun down for 10 min at 16.200 g at 4 °C. Supernatants were diluted in 7.5 mL H_2_O, pH was corrected to 3.5 using formic acid (99%) and subsequent solid-phase extraction was used to clean the samples further. Samples were loaded on C18 Cartridges (Sep-Pak, Vac3 3cc (200 mg)) prewashed with MeOH and H_2_O and subsequently washed with H_2_O and n-hexane. Extracted lipids were eluted using methylformate and collected in glass tubes. The elutes were dried at 40 °C using a N2 flow, reconstructed in 200 µL MeOH (40%) and transferred to deactivated glass inserts.

Oxylipid content of the samples was measured using a targeted HPLC-MS/MS method according to the protocol of Jónasdóttir et al. ^51^. Separation of lipids was accomplished using a Shimadzu LC-system, which consisted of two LC-30AD pumps, a SIL-30AC autosampler (at 4 °C) and a CTO-20AC column oven (50 °C). Samples were injected (40 µL) and compounds were separated on a Kinetex C18 column (50 × 2.1 mm, 1.7 µm column), which was protected with a C8 pre-column (Phenomenex). A gradient of H_2_O (eluent A) and MeOH (eluent B), both with 0.01% acetic acid, was used to elute the samples at a constant flowrate of 400 µL/min. Other machine settings were in line with the protocol of Jónasdóttir^51^ and scheduled MRM mode was used to detect compound peaks. Compounds were detected using their relative retention times together with characteristic mass transitions and these and other individually optimized parameters can be found in the Supplementary table 3.

### Cell cycle analysis

After 48 h of starvation in medium without LCM, macrophages (1 × 10^6^ cells/well) in 12-well plates were washed with PBS and subsequently detached with citrate buffer (17 mM tri-Sodium citrate dehydrate and 135 mM potassium chloride in water) and transferred to tubes. Cells were centrifuged and ice-cold 70% ethanol was drop-wise added to the pellet while vortexing. After fixation at 4 °C for at least 24 h, cells were washed two times with PBS and permeabilized with 0.1% Nonidet P-40 for 10 min. Permeabilized cells were transferred to V-bottom 96-well plates and washed with PBS. Subsequently, cells were resuspended in PBS with 50 µg/ml propidium iodide and 25 µg/ml RNAse and incubated for 30 min at room temperature. After staining, cell cycle status was determined with flow cytometry.

### In situ staining of senescence-associated β-galactosidase activity

β-Galactosidase activity was assessed in situ after culturing cells on glass coverslips. Cultured cells were fixed with 4% paraformaldehyde for 5 min and incubated overnight at 37 °C in senescence-associated b-galactosidase staining solution (0.1% 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside, 5 mM ferrocyanide, 5 mM ferricyanide, 150 mM NaCl, 2 mM MgCl, 40 mM citric acid, 40 mM sodium phosphate, pH 6.0). Coverslips were mounted with Mowiol and captured using a bright field microscope using a ×10 objective. Cells were quantified using ImageJ cell counting software.

### In vitro efferocytosis

A day before the assay, macrophages were stained for 20 min with 2.5 µl/ml DiD-stain, washed with PBS and seeded (10^5^ cells/well) in 96-well plates. On the day of the assay, RAW264.7 cells were killed by a heat shock of 70 °C for 5 min. Subsequently, killed cells were stained with pHrodo at a concentration of 2 mg/ml for 30 min at RT and washed with PBS. Dead RAW264.7 cells were resuspended in medium and incubated as 5:1 with the DiD-stained macrophages for 1.5 h. After washing, uptake of pHrodo-stained dead cells by DiD-stained macrophages was determined with flow cytometry and validated by imaging flow cytometry (ImageStream). A 4 °C incubation served as control to set the positive pHrodo gate.

### Statistical analysis

Data are presented as mean ± standard error of the mean (SEM). Statistical significance of data was tested using a two-tailed Student’s *t* test (when comparing two groups), ordinary one-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc comparison with test multiple groups or two-way ANOVA followed by Bonferroni’s post hoc comparison for grouped analyses in GraphPad Prism software. *P* values < 0.05 were considered significant, with levels of significance being indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Any remaining data supporting the results of the study will be made available from the corresponding author upon reasonable request. RNA-sequencing data is deposited in the GEO-database under accession number: GSE126690. Raw data from lipidomics measurements are provided as Supplementary Data 1. Raw data from metabolomics measurements are deposited under accession number MTBLS2159 in the MetaboLights database. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Macrophage ATP citrate lyase deficiency stabilizes atherosclerotic plaques
**Source:** Nat Commun. 2020 Dec 8;11:6296. doi: 10.1038/s41467-020-20141-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information for:

## **Macrophage ATP citrate lyase deficiency stabilizes atherosclerotic plaques**

Jeroen Baardman<sup>1,#</sup>, Sanne G.S. Verberk<sup>2,#</sup>, Saskia van der Velden<sup>1</sup>, Marion J.J. Gijbels<sup>1,3</sup>, Cindy P.P.A. van Roomen<sup>1</sup>, Judith C. Sluimer<sup>3,4</sup>, Jelle Y. Broos<sup>5,6</sup>, Guillermo R. Griffith<sup>1</sup>, Koen H.M. Prange<sup>1</sup>, Michel van Weeghel<sup>7,8</sup>, Soufyan Lakbir<sup>2,9</sup>, Douwe Molenaar<sup>9</sup>, Elisa Meinster<sup>2</sup>, Annette E. Neele<sup>1</sup>, Gijs Kooij<sup>5</sup>, Helga E. de Vries<sup>5</sup>, Esther Lutgens<sup>1,10</sup>, Kathryn E. Wellen<sup>11</sup>, Menno P.J. de Winther<sup>1,10</sup> & Jan Van den Bossche<sup>1,2</sup>

#These authors contributed equally.

### **Contents:**

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Table 1 - List of used antibodies

Supplementary Table 2 - List of primers used for the determination of gene expression levels

Supplementary Table 3 - Lipid characteristics for metabololipidomics with LC-MS

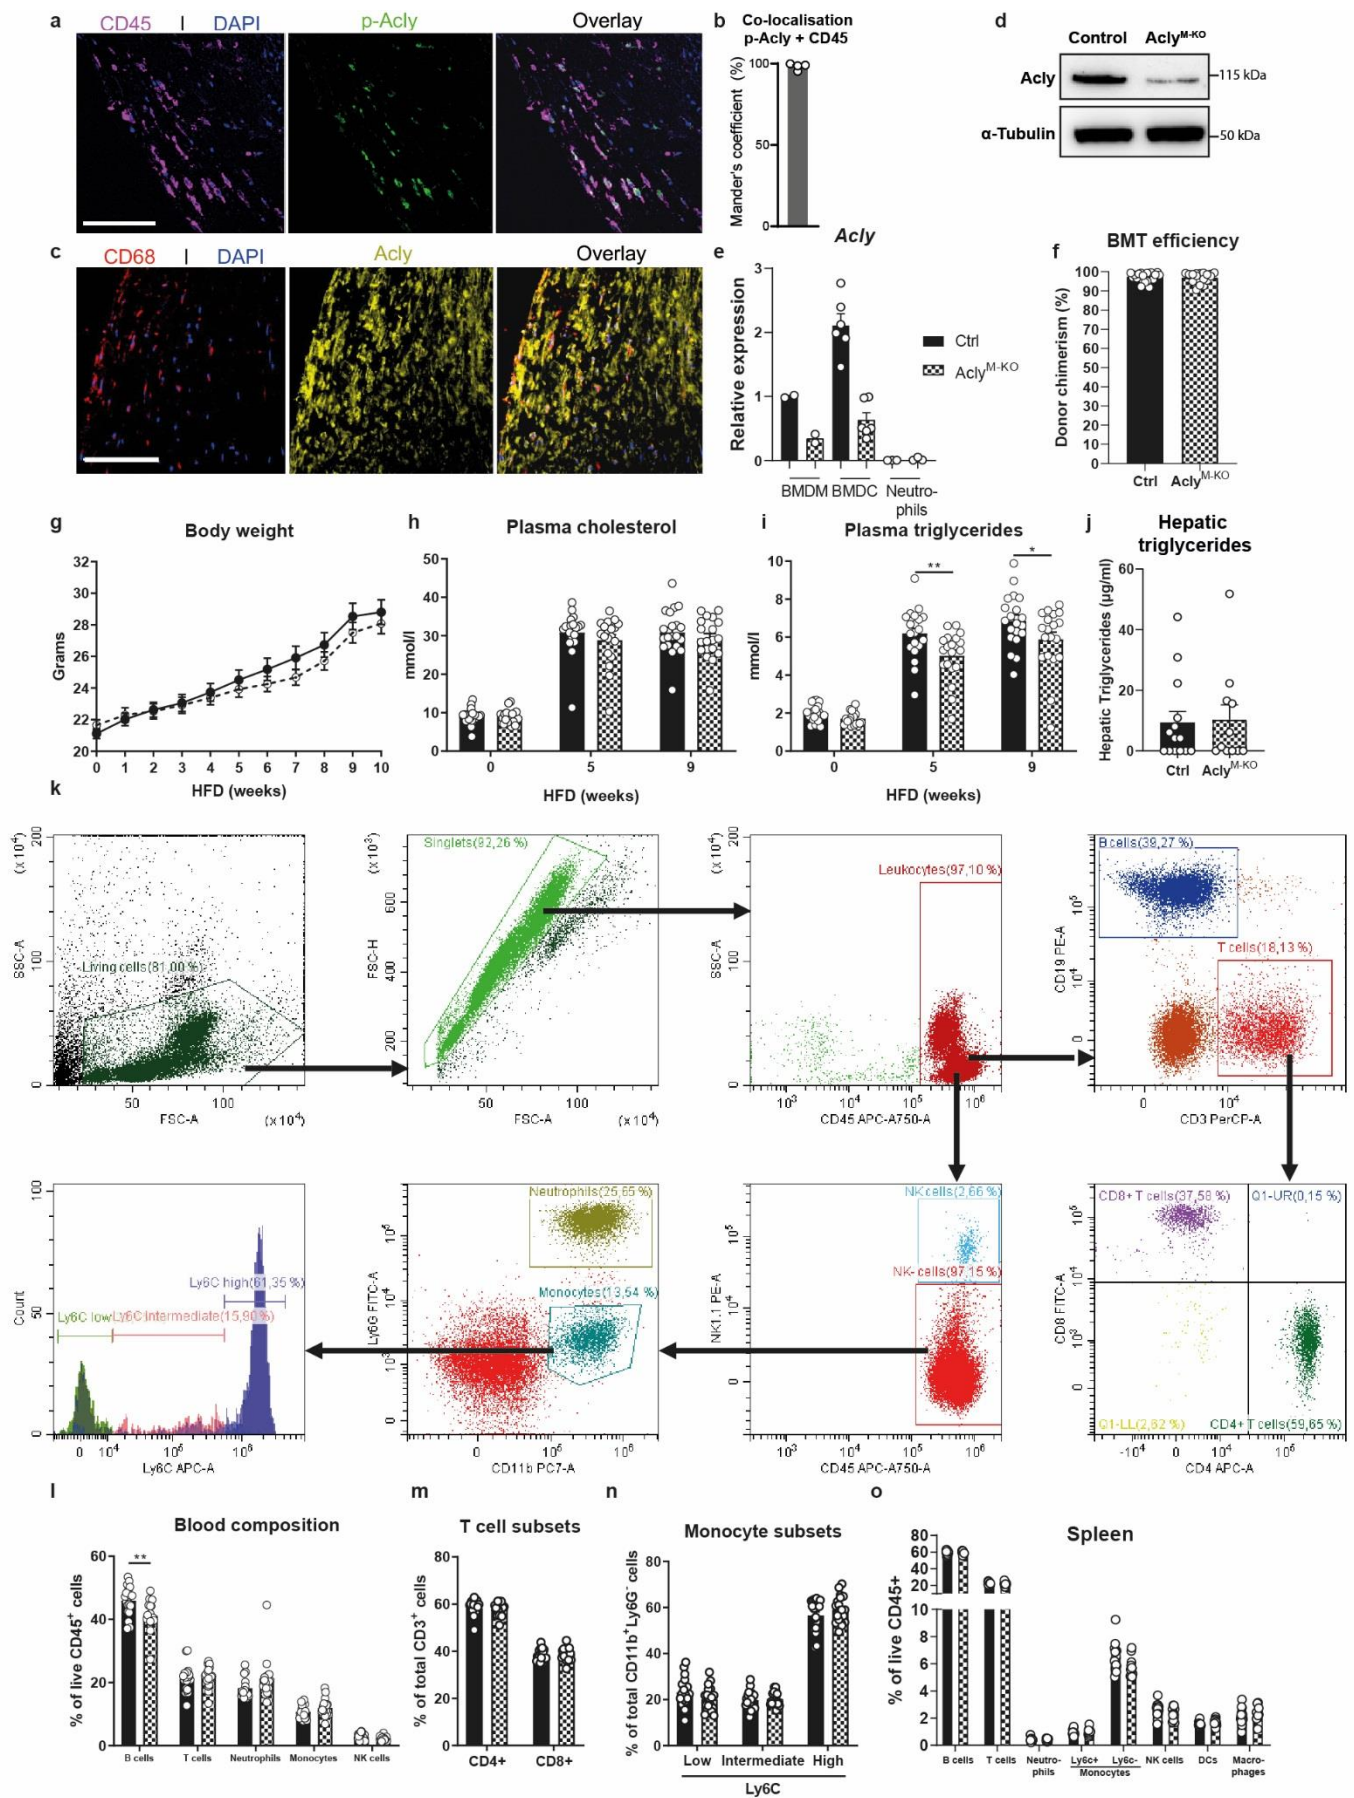

---

**Supplementary Fig. 1** (a) Representative immunohistochemical analysis for CD45 and p-Acyl. Scale bar represents 100  $\mu$ m. (n=4) (b) colocalization of CD45 and p-Acyl. Scale bar represents 100  $\mu$ m. (c) Representative immunohistochemical staining for CD68 and total Acyl. (n=3 derived from surgery and autopsy. Staining pattern was similar in autopsy and surgery samples) (d) Protein levels of Acyl as assessed by immunoblotting (e) Relative gene expression of Acyl in bone marrow derived macrophages, dendritic cells and neutrophils. (f) Donor chimerism. (g) Mouse weight during the course of the diet. (h) Plasma levels of cholesterol and (i) triglycerides before the start of the diet and five and nine weeks after the start of the diet \*\*P=0.0077, \*P=0.0342 (j) Hepatic triglyceride levels after 10 weeks of HFD (k) Gating strategy to assess composition of (l, o) leukocytes \*\*P=0.0024, (m) T cell and (n) monocyte subsets in the blood and spleen, nine weeks after the start of the diet. (o) Spleen leukocyte composition after 10 weeks of HFD. Values represent mean  $\pm$  SEM (n=4 (b, e) and n=20/19 (ctrl/KO in f-o)). \*P < 0.05; \*\*P < 0.01, \*\*\*P < 0.001 by two-way ANOVA with Bonferroni post hoc test for multiple comparisons (i) or by two-tailed Student's *t*-test (l). Source data are provided as a Source Data file (b, d-j, l-o)

---

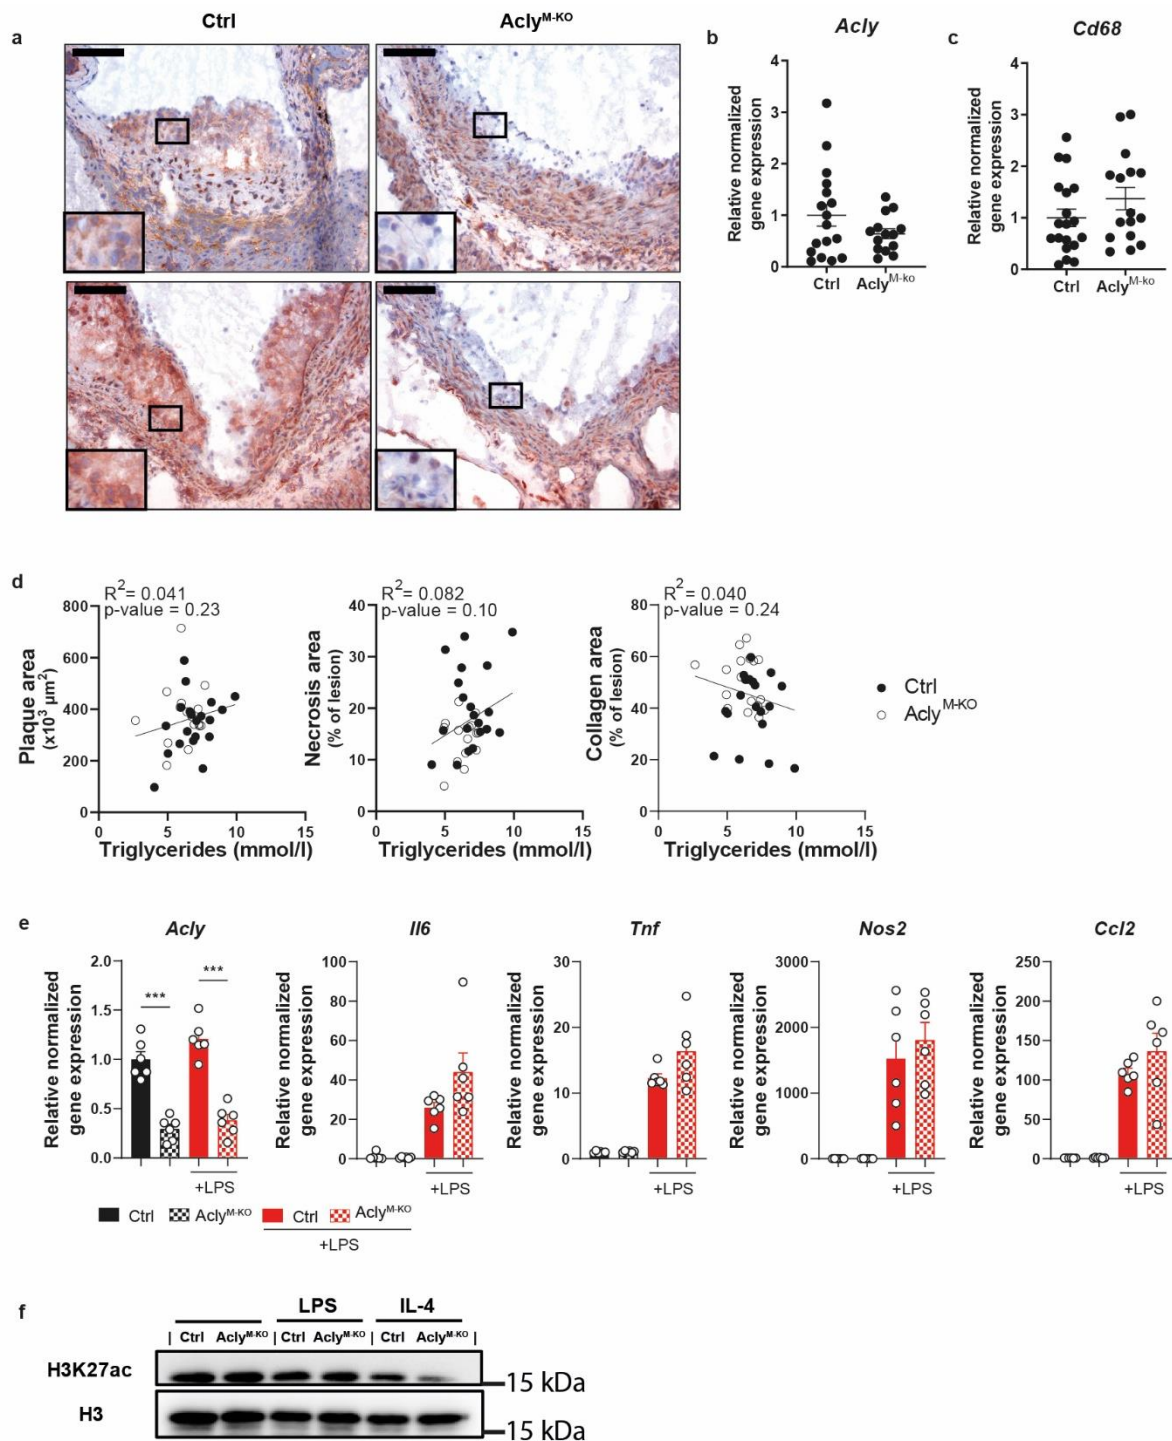

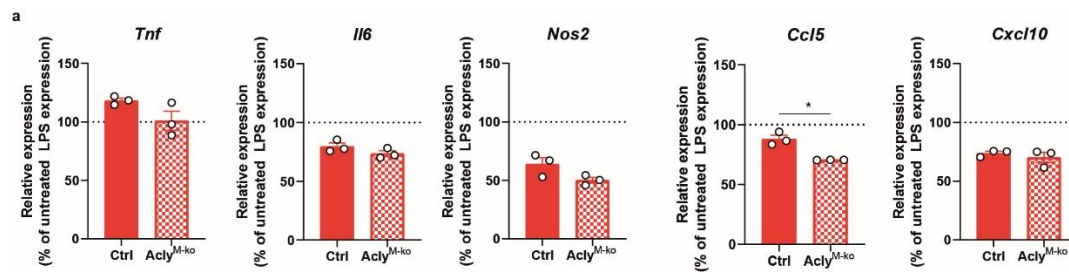

**Supplementary Fig. 3 GW3965 affects control and Acly<sup>M-KO</sup> macrophages (a)** Inflammatory gene expression after GW3965 treatment relative to untreated LPS stimulated gene expression (=100%). Values represent mean  $\pm$  SEM (n=4 technical replicates from 3 pooled mice) \*P = 0.0051 by two-tailed Student's *t*-test. Source data are provided as a Source Data file

**Supplementary table 1. List of used antibodies.**

| <b>MARKER</b>                                    | <b>CLONE</b>  | <b>SUPPLIER</b>           | <b>CATALOG NUMBER</b> |
|--------------------------------------------------|---------------|---------------------------|-----------------------|
| <b>ACLY</b>                                      | EP704Y        | Abcam                     | ab40793               |
| <b>PHOSPHORYLATED-ACLY (WB)</b>                  | Polyclonal    | Cell Signaling Technology | 4331                  |
| <b>A-TUBULIN</b>                                 | B-5-1-2       | Sigma-Aldrich             | T5168                 |
| <b>HISTONE H3</b>                                | D2B12         | Cell Signaling Technology | 4620                  |
| <b>H3K27AC</b>                                   | Polyclonal    | Diagenode                 | C15410196             |
| <b>ANTI-RABBIT IGG/HRP</b>                       | Polyclonal    | Thermo Fisher Scientific  | 32260                 |
| <b>ANTI-MOUSE IGG/HRP</b>                        | Polyclonal    | Thermo Fisher Scientific  | 32230                 |
| <b>CD16/CD32 (FC-BLOCK)</b>                      | 93            | eBioscience               | 14-0161               |
| <b>CD71</b>                                      | C2(F2)        | BD Pharmingen             | 553267                |
| <b>CD206</b>                                     | C068C2        | Biolegend                 | 141707                |
| <b>CD273</b>                                     | TY25          | BD Pharmingen             | 557796                |
| <b>CD301</b>                                     | ER-MP23       | Serotec                   | MCA2392A647T          |
| <b>IGG2A-PE (ISOTYPE CONTROL)</b>                | RTK2758       | Biolegend                 | 400507                |
| <b>IGG2A-APC (ISOTYPE CONTROL)</b>               | RTK2758       | Biolegend                 | 400511                |
| <b>CD45 (FACS)</b>                               | 30-F11        | BioLegend                 | 103116                |
| <b>CD11B</b>                                     | M1/70         | BD Pharmingen             | 552850                |
| <b>LY6C</b>                                      | ER-MP20       | Serotec                   | MCA2389A647           |
| <b>LY6G</b>                                      | 1A8           | BD Pharmingen             | 551460                |
| <b>NK1.1</b>                                     | PK136         | PK136                     | 553165                |
| <b>CD3</b>                                       | 145-2C11      | eBioscience               | 45-0031               |
| <b>CD4</b>                                       | GK1.5         | eBioscience               | 17-0041               |
| <b>CD8</b>                                       | 53-6.7        | eBioscience               | 11-0081               |
| <b>CD19</b>                                      | eBio1D3 (1D3) | eBioscience               | 12-0193               |
| <b>MOMA-2</b>                                    | MOMA-2        | Serotec                   | MCA519G               |
| <b>BIOTINYLATED RABBIT ANTI-RAT IGG ANTIBODY</b> | Polyclonal    | Vector Laboratories       | BA-4001               |
| <b>PHOSPHORYLATED-ACLY (IHC)</b>                 | Polyclonal    | Sigma                     | SAB4504020            |
| <b>CD68</b>                                      | KP1           | Abcam                     | ab955                 |
| <b>TGF-B</b>                                     | Polyclonal    | Abcam                     | Ab92486               |
| <b>CD45 (IHC)</b>                                | 2B11+PD7/26   | DAKO                      | M0701                 |
| <b>CD40</b>                                      | 3/23          | Biolegend                 | 124612                |
| <b>MHCII</b>                                     | M5/114.15     | Biolegend                 | 107626                |
| <b>CD80</b>                                      | 16-10A1       | Biolegend                 | 104731                |
| <b>CD86</b>                                      | GL-1          | Biolegend                 | 105040                |
| <b>MAC3</b>                                      | M3/84         | BD Pharmingen             | 550292                |
| <b>ALEXA555 GOAT ANTI RAT</b>                    | Polyclonal    | Molecular Probes          | A21434                |
| <b>ALEXA647 GOAT ANTI RABBIT</b>                 | Polyclonal    | Molecular Probes          | A27040                |
| <b>ALEXA488 GOAT ANTI RABBIT</b>                 | Polyclonal    | Molecular Probes          | A11008                |
| <b>ALEXA647 GOAT ANTI MOUSE</b>                  | Polyclonal    | Invitrogen                | A21237                |

**Supplementary table 2. List of primers used for the determination of gene expression levels.**

| <b>GENE</b>   | <b>FORWARD PRIMER SEQUENCE</b>  | <b>REVERSE PRIMER SEQUENCE</b>    |
|---------------|---------------------------------|-----------------------------------|
| <i>Ppia</i>   | TTCCTCCTTTCACAGAATTATTCCA       | CCGCCAGTGCCATTATGG                |
| <i>Rplp0</i>  | GGACCCGAGAAGACCTCCTT            | GCACATCACTCAGAATTTCAATGG          |
| <i>Acly</i>   | CCCCAAGATTCAGTCCCAAGT           | GCCTTGGTATGTCTGGCTGAA             |
| <i>Tgfb1</i>  | GTCAGTGGAGTTGTACGGCA            | AGCCCTGTATTCCGTCTCCT              |
| <i>Il6</i>    | GCTACCAAAGTGGATATAATCAGGAAA     | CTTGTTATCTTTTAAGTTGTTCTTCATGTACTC |
| <i>Tnf</i>    | CATCTTCTCAAAATTCGAGTGACAA       | TGGGAGTAGACAAGGTACAACCC           |
| <i>Nos2</i>   | GCAAACCCAAGGTCTACGTTCA          | CCTCATTGGCCAGCTGCTT               |
| <i>Ccl2</i>   | AGCACCAGCCAAGTCTCACT            | CGTTAACTGCATCTGGCTGA              |
| <i>Il1b</i>   | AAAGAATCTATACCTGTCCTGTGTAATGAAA | GGTATTGCTTGGGATCCACACT            |
| <i>Arg1</i>   | CATGGGCAACCTGTGTCCTT            | CGATGTCTTTGGCAGATATGCA            |
| <i>Retnla</i> | CTGCCCTGCTGGGATGAC              | TCCACTCTGGATCTCCCAAGA             |
| <i>Chil3</i>  | TGGCCCACCAGGAAAGTACA            | CAGTGGCTCCTTCATTGAGAAA            |
| <i>Mgl2</i>   | GACAAAGGTTTCAAGAATTGGAGG        | ACCTAGCATATGTCCATGCCA             |
| <i>Cd68</i>   | CGGCTCCCTGTGTGTCTGAT            | CGTAGGGCTGGCTGTGCTT               |
| <i>Ccl5</i>   | GGAGTATTTCTACACCAGCAGCAA        | GCGGTTCTTCGAGTGACA                |
| <i>Cxcl10</i> | CCAAGTGCTGCCGTCATTTT            | AGCTTCCCTATGGCCCTCAT              |

**Supplementary table 3. Lipid characteristics for metabololipidomics with LC-MS**

| GROUP                              | COMPOUND                                        | LIPID<br>MAPS<br>ID                    | RETEN<br>TION<br>TIME<br>[MIN] | M/Z IN<br>Q1 | M/Z IN<br>Q3 | DE-<br>CLUST-<br>ERING<br>POTEN<br>TIAL [V] | COLLI-<br>SION<br>ENERGY<br>[V] | COLLI-<br>SION<br>CELL<br>EXIT<br>POT. [V] |
|------------------------------------|-------------------------------------------------|----------------------------------------|--------------------------------|--------------|--------------|---------------------------------------------|---------------------------------|--------------------------------------------|
| INTERNAL<br>STANDARDS              | 15-HETE-<br>d8                                  | LMFA030<br>60080                       | 7.8                            | 327.2        | 226          | -85                                         | -18                             | -11                                        |
| INTERNAL<br>STANDARDS              | DHA-d5                                          | LMFA010<br>30762                       | 8.8                            | 332          | 288.1        | -75                                         | -16                             | -13                                        |
| INTERNAL<br>STANDARDS              | LTB4-d4                                         | LMFA030<br>20030                       | 6.9                            | 339.1        | 196.9        | -70                                         | -22                             | -19                                        |
| INTERNAL<br>STANDARDS              | PGE2-d4                                         | LMFA030<br>10008                       | 4.9                            | 355.1        | 193          | -50                                         | -26                             | -17                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | AA                                              | LMFA010<br>30001                       | 8.8                            | 303          | 205.1        | -155                                        | -20                             | -11                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | AdA                                             | LMFA010<br>30178                       | 9.1                            | 331.1        | 233          | -130                                        | -22                             | -11                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | ALA*                                            | LMFA010<br>30152                       | 8.6                            | 277          | 182.1        | -55                                         | -24                             | -7                                         |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | ALA/GLA                                         | LMFA010<br>30152 /<br>LMFA010<br>30141 | 8.6                            | 277          | 233          | -90                                         | -22                             | -29                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | DGLA                                            | LMFA010<br>30158                       | 9.0                            | 305.1        | 261.2        | -85                                         | -22                             | -13                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | DHA                                             | LMFA010<br>30185                       | 8.8                            | 327.1        | 229.2        | -115                                        | -18                             | -11                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | DPA <sub>n</sub> -3                             | LMFA040<br>00044                       | 8.9                            | 329.1        | 231.1        | -50                                         | -20                             | -17                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | DPA <sub>n</sub> -6                             | LMFA010<br>30182                       | 9.0                            | 329.1        | 231.1        | -50                                         | -20                             | -17                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | EPA                                             | LMFA010<br>30759                       | 8.6                            | 301          | 202.9        | -125                                        | -18                             | -21                                        |
| POLYUNSAT<br>URATED<br>FATTY ACIDS | LA                                              | LMFA010<br>30120                       | 8.8                            | 279          | 261          | -115                                        | -28                             | -13                                        |
| PROSTAGLA<br>NDINS (PG)            | 13,14-<br>dihydro-15-<br>keto-<br>PGF2 $\alpha$ | LMFA030<br>10027                       | 5.4                            | 353.1        | 195          | -110                                        | -32                             | -11                                        |
| PROSTAGLA<br>NDINS (PG)            | 15-deoxy-<br>PGJ2                               | LMFA030<br>10021                       | 7.3                            | 315          | 203          | -50                                         | -28                             | -19                                        |
| PROSTAGLA<br>NDINS (PG)            | 15-keto-<br>PGE2                                | LMFA030<br>10030                       | 4.5                            | 349          | 234.9        | -65                                         | -20                             | -13                                        |
| PROSTAGLA<br>NDINS (PG)            | 8-iso-<br>PGE2                                  | LMFA031<br>10003                       | 4.6                            | 351.1        | 271          | -5                                          | -24                             | -19                                        |
| PROSTAGLA<br>NDINS (PG)            | 8-iso-<br>PGF2 $\alpha$                         | LMFA031<br>10001                       | 4.5                            | 353.1        | 193          | -135                                        | -34                             | -11                                        |
| PROSTAGLA<br>NDINS (PG)            | PGD2                                            | LMFA030<br>10004                       | 5.0                            | 351.1        | 233          | -30                                         | -16                             | -13                                        |
| PROSTAGLA<br>NDINS (PG)            | PGE2                                            | LMFA030<br>10003                       | 4.9                            | 351.2        | 271.1        | -50                                         | -22                             | -21                                        |
| PROSTAGLA<br>NDINS (PG)            | PGF2 $\alpha$                                   | LMFA030<br>10002                       | 5.2                            | 353.1        | 193          | -80                                         | -34                             | -11                                        |
| PROSTAGLA<br>NDINS (PG)            | PGJ2                                            | LMFA030<br>10019                       | 6.1                            | 333          | 271          | -30                                         | -22                             | -17                                        |

# Supplementary material for: Macrophage ATP citrate lyase deficiency stabilizes atherosclerotic plaques
**Source:** Nat Commun. 2020 Dec 8;11:6296. doi: 10.1038/s41467-020-20141-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Additional information supplementary data

File name: Supplementary Data 1

Description: Raw metabolipidomic measurements, relative RT and Area Ratio for indicated lipids in untreated and LPS-treated Ctrl and Acly^M-KO^ bone marrow derived macrophages.

# Supplementary material for: Macrophage ATP citrate lyase deficiency stabilizes atherosclerotic plaques
**Source:** Nat Commun. 2020 Dec 8;11:6296. doi: 10.1038/s41467-020-20141-z
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Data from RNA-sequencing were collected by aligning obtained reads to mouse genome mm10 by STAR (version 2.5.2b) with default settings. BAM files were indexed and filtered on MAPQ&gt;15 with SAMTools (version 1.3.1). RAW tag counts and RPKM values were summed using HOMER2's analyzeRepeats.pl script with default settings.</p> <p>Raw liquid chromatography-mass spectrometry data was interpreted using Xcalibur software (version 4.1.31.9). Raw data from lipid HPLC-MS/MS were detected using the relative retention times, together with characteristic mass transitions specified in Supplementary Table 3.</p>                                                                                                                                                             |
| Data analysis   | <p>Transcriptomic data were analyzed using the DESeq2 (version 1.24.0), ggplot2 (version 3.2), ggrepel (version 0.8.1) and pheatmap (version 1.0.12) packages in an R environment.</p> <p>Metabolomics data were analyzed using the ggplot2 (version 3.2), ropls (version 1.18.8) and mixOmics (version 6.10.8) packages in an R environment.</p> <p>Histological data were analyzed using Adobe Photoshop CS6 software (version 13.0.1).</p> <p>Fluorescent images were analyzed using ImageJ v1.8.0_172 9 (version x) with a JACoP plugin.</p> <p>Flow cytometry data was analyzed using CytExpert software (version 2.3.0.84).</p> <p>Seahorse data was analyzed using Wave software (version 2.6.1).</p> <p>Statistical analysis was performed using GraphPad Prism (version 8.2.1).</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All generated and analyzed data in this manuscript are available as a Source Data file. Any remaining data supporting the results of the study will be made available from the corresponding author upon reasonable request. RNA sequencing data is deposited in the GEO-database under accession number: GSE126690 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126690>). Raw data from lipidomics measurements are provided as Supplementary Data 1. Raw data from metabolomics measurements are deposited in MTBLS2159 ([www.ebi.ac.uk/metabolights/MTBLS2159](http://www.ebi.ac.uk/metabolights/MTBLS2159)).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample size for the in vivo atherosclerosis study was determined as follows: Previous bone marrow transplantations (BMT) showed an average <math>\sigma=47.5</math> and <math>\delta=45</math> for atherosclerotic plaque size. According to Sach's method, this leads to 17.5 animals per group. To account for possible drop-out of estimated maximum of 10%, group size should be <math>19.4 = 20</math> animals. For 20 acceptors, 5 donor animals are necessary to provide sufficient material for transplantation. Therefore, each group consisted of 20 acceptants and 5 donors. This accounts for a total of 50 mice in this study, with 40 animals generating results.</p> <p>In vitro studies were mostly performed on 3 technical replicates of bone marrow cells pooled from 3 mice, based on small variability seen in previous experiments. Representative data of one out of 2-5 individually performed experiments are shown.</p> <p>For metabolomics, 6 technical replicates were used divided in 2 studies, since these experiments raise more variability. The average coefficient of variation in a biological replicate of a metabolomics measurement is ~20%. An effect of 35% can be considered relevant as was obtained from previous experiments. Based on a power analysis with 80% power and an unreliability threshold of 5% we determined that 6 biological replicates should be sufficient.</p> |
| Data exclusions | <p>Two AclY-M-KO mice reached predetermined humane endpoint criteria during the study and were therefore not included in analysis. Specific data was excluded based on ROUT's and Grubbs' methods for identifying outliers as determined by Graphpad Prism (version 8.0.2) or by analyzing whether data was outside the <math>1.5 \times</math> interquartile range. In in vitro experiments, outliers were only determined and excluded from analysis in sample sizes of <math>n &gt; 6</math>. Excluded data are available in the source data file with corresponding performed outlier test.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | <p>In vivo: The in vivo study was performed once under well-controlled circumstances in a sample size of 20.</p> <p>Immunohistochemistry: Immunohistochemical stainings were performed once or twice with proper negative controls on tissue collected at different timepoints with differing plaque characteristics.</p> <p>In vitro: In vitro experiments were replicated 2-4 times with similar results, results are shown of one representative experiment.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | <p>In vivo: Mice were allocated to 8 groups of 5 mice (4 Control groups and 4 AclY-M-KO groups). Subsequently, the animals were randomly allocated to cages.</p> <p>Immunohistochemistry: Immunohistochemical stainings and analyses were allocated into a random order.</p> <p>In vitro: In in vitro experiments, mice were pooled and technical replicates were derived and tested under all conditions. Therefore, randomization is not relevant in these experiments.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | <p>In vivo: Since injections for bone marrow transplantation were giving following randomization, the transplantation could not be performed blinded. This did not affect the efficiency of BMT as shown in the manuscript. All subsequent analyses were performed blinded and data was allocated into the correct groups after data analysis had finished.</p> <p>Immunohistochemistry: Immunohistochemical stainings and analyses were performed blinded for plaque characteristics.</p> <p>In vitro: In vitro experiments were not performed blinded</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

For each antibody listed:

MARKER-CLONE-SUPPLIER-CATALOG NUMBER

ACLY EP704Y Abcam ab40793

PHOSPHORYLATED-ACLY (WB) Polyclonal Cell Signaling Technology 4331

A-TUBULIN B-5-1-2 Sigma-Aldrich T5168

HISTONE H3 D2B12 Cell Signaling Technology 4620

H3K27AC Polyclonal Diagenode C15410196

ANTI-RABBIT IGG/HRP Polyclonal Thermo Fisher Scientific 32260

ANTI-MOUSE IGG/HRP Polyclonal Thermo Fisher Scientific 32230

CD16/CD32 (FC-BLOCK) 93 eBioscience 14-0161

CD71 C2(F2) BD Pharmingen 553267

CD206 C068C2 Biolegend 141707

CD273 TY25 BD Pharmingen 557796

CD301 ER-MP23 Serotec MCA2392A647T

IGG2A-PE (ISOTYPE CONTROL) RTK2758 Biolegend 400507

IGG2A-APC (ISOTYPE CONTROL) RTK2758 Biolegend 400511

CD45 (FACS) 30-F11 BioLegend 103116

CD11B M1/70 BD Pharmingen 552850

LY6C ER-MP20 Serotec MCA2389A647

LY6G 1A8 BD Pharmingen 551460

NK1.1 PK136 PK136 553165

CD3 145-2C11 eBioscience 45-0031

CD4 GK1.5 eBioscience 17-0041

CD8 53-6.7 eBioscience 11-0081

CD19 eBio1D3 (1D3) eBioscience 12-0193

MOMA-2 MOMA-2 Serotec MCA519G

LY6G 1A8 Pharmingen 551459

BIOTINYLATED RABBIT ANTI-RAT IGG ANTIBODY Polyclonal Vector Laboratories BA-4001

PHOSPHORYLATED-ACLY (IHC) Polyclonal Sigma SAB4504020

CD68 KP1 Abcam ab955

TGF-β Polyclonal Abcam Ab92486

CD45 (IHC) 2B11+PD7/26 DAKO M0701

CD40 3/23 Biolegend 124612

MHCII M5/114.15 Biolegend 107626

CD80 16-10A1 Biolegend 104731

CD86 GL-1 Biolegend 105040

MAC3 M3/84 BD Pharmingen 550292

## Validation

All antibodies are validated according to manufacturer's product description as shown on their website as follows:

MARKER WEBSITE

ACLY <https://www.abcam.com/atp-citrate-lyase-antibody-ep704y-ab40793.html>

PHOSPHORYLATED-ACLY (WB) <https://www.cellsignal.com/products/primary-antibodies/phospho-atp-citrate-lyase-ser455-antibody/4331?Ntk=Products&Ntt=4331>

A-TUBULIN <https://www.sigmaaldrich.com/catalog/product/sigma/t5168?lang=en&region=NL>

HISTONE H3 <https://www.cellsignal.com/products/primary-antibodies/histone-h3-d2b12-xp-rabbit-mab-chip-formulated/4620?Ntk=Products&Ntt=4620>

H3K27AC [https://www.diagenode.com/files/products/antibodies/Datasheet\\_H3K27ac\\_C15410196.pdf](https://www.diagenode.com/files/products/antibodies/Datasheet_H3K27ac_C15410196.pdf)

ANTI-RABBIT IGG/HRP <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Poly-HRP-Secondary-Antibody-Polyclonal/32260>

ANTI-MOUSE IGG/HRP <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Poly-HRP-Secondary-Antibody-Polyclonal/32230>

CD16/CD32 (FC-BLOCK) <https://www.thermofisher.com/antibody/product/CD16-CD32-Antibody-clone-93-Monoclonal/14-0161-82>

CD71 <https://www.bdbiosciences.com/us/applications/research/stem-cell-research/mesenchymal-stem-cell-markers-bone-marrow/mouse/positive-markers/pe-rat-anti-mouse-cd71-c2-also-known-as-c2f2/p/553267>

CD206 <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd206-mm-r-antibody-7425>

CD273 <https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/pe-rat-anti-mouse-cd273-ty25/p/557796>

CD301 <https://www.bio-rad-antibodies.com/monoclonal/mouse-cd301-antibody-er-mp23-mca2392.html?f=alexa%20fluor%C2%AE%20647>

IGG2A-PE (ISOTYPE CONTROL) <https://www.biolegend.com/fr-lu/products/pe-rat-igg2a--kappa-isotype-ctrl-1843>

IGG2A-APC (ISOTYPE CONTROL) <https://www.biolegend.com/fr-lu/products/apc-rat-igg2a--kappa-isotype-ctrl-1838>

CD45 (FACS) <https://www.biolegend.com/fr-lu/products/apc-cyanine7-anti-mouse-cd45-antibody-2530>

CD11B <https://www.bdbiosciences.com/eu/applications/research/stem-cell-research/mesenchymal-stem-cell-markers-bone-marrow/mouse/negative-markers/pe-cy7-rat-anti-cd11b-m170/p/552850>

LY6C <https://www.bio-rad-antibodies.com/monoclonal/mouse-ly-6c-antibody-er-mp20-mca2389.html?f=alexa%20fluor%C2%AE%20647>

LY6G <https://www.bdbiosciences.com/eu/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/fitc-rat-anti-mouse-ly-6g-1a8/p/551460>

NK1.1 <https://www.bdbiosciences.com/eu/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/pe-mouse-anti-mouse-nk-11-pk136/p/553165>

CD3 <https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-145-2C11-Monoclonal/45-0031-82>

CD4 <https://www.thermofisher.com/antibody/product/CD4-Antibody-Monoclonal/17-0041-82>

CD8 <https://www.thermofisher.com/antibody/product/CD8a-Antibody-Monoclonal/11-0081-82>

CD19 <https://www.thermofisher.com/antibody/product/CD19-Antibody-Monoclonal/12-0193-82>

MOMA-2 <https://www.bio-rad-antibodies.com/monoclonal/mouse-macrophages-monocytes-antibody-moma-2-mca519.html?f=purified>

BIOTINYLATED RABBIT ANTI-RAT IGG ANTIBODY <https://vectorlabs.com/biotinylated-rabbit-anti-rat-igg-antibody-mouse-adsorbed.html>

PHOSPHORYLATED-ACLY (IHC) <https://www.sigmaaldrich.com/catalog/product/sigma/sab4504020?lang=en&region=NL>

CD68 <https://www.abcam.com/cd68-antibody-kp1-ab955.html>

TGF-B <https://www.abcam.com/tgf-beta-1-antibody-ab92486.html>

CD45 (IHC) [https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/cd45-leucocyte-common-antigen-\(concentrate\)-76507](https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/cd45-leucocyte-common-antigen-(concentrate)-76507)

CD40 <https://www.biolegend.com/fr-lu/products/apc-anti-mouse-cd40-antibody-4984>

MHCII <https://www.biolegend.com/fr-lu/products/percp-cyanine5-5-anti-mouse-i-a-i-e-antibody-4282>

CD80 <https://www.biolegend.com/fr-lu/products/brilliant-violet-650-anti-mouse-cd80-antibody-7642>

CD86 <https://www.biolegend.com/fr-lu/products/brilliant-violet-510-anti-mouse-cd86-antibody-8745>

MAC3 <https://www.bdbiosciences.com/eu/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/purified-rat-anti-mouse-cd107b-m384/p/550292>

ALEXA555 GOAT ANTI RAT <https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21434>

ALEXA647 GOAT ANTI RABBIT <https://www.thermofisher.com/antibody/product/Rabbit-IgG-H-L-Secondary-Antibody-Oligoclonal/A27040>

ALEXA488 GOAT ANTI RABBIT <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>

ALEXA647 GOAT ANTI MOUSE <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21237>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                     |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Raw264.7 cells were originally obtained from ATCC                                                                                                                   |
| Authentication                                                       | RAW264.7 cells were authenticated based on their distinctive macrophage morphology and tested for the LPS-induced expression of known marker genes (Nos2, Tnf, Il6) |
| Mycoplasma contamination                                             | The RAW264.7 cell line used in this study was tested negative for mycoplasma contamination by Lonza's MycoAlert protocol.                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in the study                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57BL/6J mice with loxP sites flanking exon 9 of the Acly gene (Acly <sup>fl/fl</sup> ) <sup>14</sup> were crossed with Ly2z-Cre transgenic mice to generate mice with a myeloid-specific deletion of Acly. Ldlr <sup>-/-</sup> mice on a C57BL/6 background were purchased from Jackson Laboratories. In vitro studies were performed on bone marrow from both male and female mice aged between 8-14 weeks. In vivo experiments were performed on female mice aged 8-10 weeks at the start of the study. |
|                    | All mice were maintained in an animal facility at an ambient temperature of 20–24°C with 40–70% relative humidity under a 12:12 h                                                                                                                                                                                                                                                                                                                                                                          |

light-dark cycle.

Wild animals

No wild animals were used in this study

Field-collected samples

No Field-collected samples were used in this study

Ethics oversight

All mouse experiments were conducted after approval by the Committee for Animal Welfare (University of Amsterdam and VU university Amsterdam).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Formalin-Fixed Paraffin-Embedded (FFPE) human carotid samples collected at autopsy (n=10, mean age 72 years, all men) were used for immunohistochemistry.

Recruitment

From all consecutive donors from 1999-2010, a plaque was isolated and stored. Afterwards, a subselection was made based on plaque stadium and involved in this study. Past and current diagnosis and treatment did not play a role in selection of donors. Subselection bias does not play a role in the analysis and interpretation of the data.

Ethics oversight

The collection of study material was in line with the Dutch Code for Proper Secondary use of Human Tissue (<https://english.ccmo.nl/investigators/types-of-research/non-wmo-research/research-with-human-tissue>) and the Medical Ethical Committee AZm/UM from the Maastricht University Medical Centre. As the collection of these samples involved the secondary use of human tissue, this research is not subjective to research involving human subjects act and therefore not subjective to the declaration of Helsinki.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

To examine surface marker expression, BMDMs were detached using citrate buffer (17 mM tri-Sodium citrate dehydrate and 135 mM potassium chloride in water), transferred to V-bottom well plates, incubated with 1:50 anti-CD16/CD32 Fc-block and stained for 20 minutes at room temperature in the dark with antibodies. Blood samples underwent red blood cell lysis using RBC lysis buffer from eBioscience. Spleen samples were digested with the use of an enzyme mix (Liberase TL). Blood and spleen were further processed similar to BMDM samples

Instrument

Beckman Coulter CytoFLEX S model B75442 and BD LXRFortessa X-20 cat. no. 65766M1 were used

Software

CytExpert was used to analyse data from Beckman Coulter CytoFLEX, and FlowJo was used to analyse data from BD LXR Fortessa

Cell population abundance

NA - Cells were not sorted during flow cytometry, only measured.

Gating strategy

In all experiments, cells were gated from debris in a SSC-A/FSC-A gate and after negativity for a fixable viability dye. Blood and spleen samples were gated as follows: A CD45 gate for total leukocytes, Cd11b, MHCII, and Ly6C for monocytes, Ly6G for neutrophils, NK1.1 for natural killer cells, CD3, CD4, and CD8 for T cells and CD19 for B cells. Gates were set based positivity on a certain marker based on isotype controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

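RNA of unstimulated BMDMs was sequenced in 3 control and 3 Acly M-KO libraries. The authors isolated total RNA with DNase treatment, prepared strand-specific libraries with the KAPA mRNA HyperPrep kit and sequenced them on an Illumina HiSeq instrument. They aligned reads to mm10 with STAR 2.5.2b, filtered alignments on a mapping quality above 15 with SAMtools 1.3.1, and summed raw tag counts per RefSeq transcript with HOMER2's analyzeRepeats.pl at default settings. The authors deposited these raw counts, without normalization and without pooling replicates, in a table with 12 columns of values. Of these columns, 6 belong to the libraries above and were used, and the other 6 columns were not used here. The RefSeq release and the strand setting of the counting are not named in the paper's text. The authors also computed RPKM values and tested expression with DESeq2 1.24.0.

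The table has 35745 transcripts, 30745 coding (NM) and 5000 non-coding (NR). Gene symbols were assigned to 35440 transcripts from a RefSeq gene table and to 188 from GENCODE M21, and 117 kept their accession as a name. Because 6089 of the 24562 symbols had more than 1 transcript, and reads on shared exons can be counted several times, the transcript with the highest total count represented each gene. The total count over all transcripts was between 19327459 and 23582992 in control and between 19797218 and 44507233 in Acly M-KO libraries. Acly M-KO replicate 2 was thus sequenced more deeply than the others. Intervals and standard errors describe the spread between these 6 libraries, which the paper's legends call technical replicates from 3 pooled mice. The replicate numbers 1, 2 and 3 that the groups share come from the sample labels, and nothing in the labels pairs same-numbered libraries.

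The groups were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, genotype as the only factor), with Benjamini-Hochberg adjustment over the 11470 genes tested and a threshold of 0.05 on the adjusted p. The standard error of a log2 fold change was computed from its F statistic. The biological coefficient of variation was 8.90%. CPM values use the TMM-normalized library sizes, and RPKM values of *Acss2* and *Ptger4* were computed from the deposited counts with the total over all transcripts. Gene sets were compared with all other tested genes by two-sided Fisher's exact tests, adjusted over 22 sets. The sets were written by hand, copied from Figs. 6, 7 and 8, or taken from the Seurat package's cell cycle lists. In the hand-written lists, the older symbols *Hsd17b8* and *Hist1h2bc* were matched to *H2-Ke6* and *H2bc4*. Exact permutation tests of 3 libraries against 3 cannot give a p below 0.10.

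The text names the genes that the paper names in its RNA-seq results and figures, members of the discussed gene sets, and the 5 genes with the smallest adjusted p and the 5 with the largest log2 fold change in each direction, past the threshold and with no overlap between the groups. It also names *Lyz2*, *Acly*, *Xist* and Y-linked genes as checks of the genetic model and the labels. The alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors, total counts only, no filter on low counts, at least 10 counts in every library, the replicate number as a block, limma-voom (limma 3.58.1) with sample weights, each library left out in turn, all transcripts in place of 1 per gene, a threshold of 0.01, an absolute log2 fold change of at least 1, and camera for the gene sets. Thinning of Acly M-KO replicate 2 to 11422320 counts, corrections for GC content and transcript length, and RPKM from 1 transcript per gene were added after seeing the data.

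The tests were tried on simulated counts with the means and depths of these libraries, in which 200 genes were changed by 1 on the log2 scale. With edgeR, 181 of the 200 (90.5%) were recovered among 11394 genes tested, 3.72% of 188 calls were false, and 1 gene was called in data without any change. Of the 1416 genes past the threshold in the real data, only 198 changed by at least 1, and recovery of smaller changes was not simulated. Simulated genes were drawn independently of each other, so the effect of correlation between genes was not measured. The LPS- and IL-4-stimulated macrophages, plaque samples, lipidomics and metabolomics of the paper were not analysed here. Results that need certain withheld items are not reported here, although such genes stay in the counts over all genes and in the counts of the gene sets.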

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

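The gene lists behind both results were written before the data were examined, and the tests of technical explanations were chosen after the results of both gene lists were seen.

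Targets of ATF4, a transcription factor of the amino acid and stress response that the paper does not discuss, differed between the groups. Of 20 listed genes 17 were tested, and 9 were higher and 0 lower in Acly M-KO macrophages (two-sided Fisher's exact test, adjusted p = 1.37e-04 over 22 sets). Adjusted over the list alone, 11 genes were higher and 0 lower. The largest log2 fold changes were those of *Phgdh* (1.49), *Slc7a5* (1.42), *Trib3* (1.37), *Asns* (1.12) and *Mthfd2* (1.10), *Atf4* itself rose by 0.75, and the median was 0.49. The libraries of the groups did not overlap in 11 of the 17 genes, against 32.8% of all tested genes, and in these 11 the Acly M-KO libraries were the higher ones. With corrections for GC content and for transcript length, 11 and 9 of the targets were higher, although these corrections moved the log2 fold changes of the targets by medians of only 0.0202 and 0.0183. Thinning Acly M-KO replicate 2 left 9, and 11 were higher without that library. The result passed the threshold in 17 of 18 alternatives, with adjusted p from 3.86e-06 to 0.0778, the latter with camera. Among the 4 splits of the libraries that part all 3 same-numbered pairs, the real split alone (1 of 4) gave as many genes. The other 9 of all 10 splits gave 0 genes past the threshold in this list or outside it, with 114 to 415 of all genes at an unadjusted p of 0.05 against 3130 in the real split. A design of 3 libraries against 3 cannot give a share under 0.05, so that by the splits alone the pattern cannot be told apart from libraries that differ by chance. The pattern is consistent with higher ATF4 activity in Acly-deficient macrophages, a hypothesis found and tested on the same data. A difference in the handling of the cultures was not tested.

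Glycolysis enzymes, which the paper measured as flux rather than by their transcripts, passed the threshold more often than other genes. *Gapdh* had only 2 to 8 counts per library and was not tested, and the cause of these low counts was not examined. Of 19 enzymes tested, 3 were higher (*Aldoc*, 0.59; *Pkm*, 0.39; *Hk3*, 0.27) and 3 lower (*Pfkfb3*, -0.32; *Hk2*, -0.32; *Gpi1*, -0.22), with an adjusted p of 0.0336 in Fisher's exact test, and 4 were higher and 4 lower over the list alone. The median log2 fold change was 0.04, and the mean level of the set did not separate the groups (exact permutation test, two-sided p = 0.90), so no common direction was found. The adjusted p was 0.0189 with a correction for GC content, 0.0309 with a correction for transcript length, 0.0305 with Acly M-KO replicate 2 thinned and 0.00700 without that library. The corrections and the thinning moved the log2 fold changes of these enzymes by medians of 0.0142, 0.0176 and 0.00850, against a median absolute log2 fold change of 0.222, so an adjusted p that stays below the threshold says little about these explanations. The result is weak: the set passed in 12 of 18 alternatives, with adjusted p from 9.25e-08 to 0.693, and did not pass with total counts only (0.114), with the replicate block (0.059), with camera or when any of the 3 control libraries was left out. As for the ATF4 targets, 1 of 4 comparable splits, the real one, gave as many genes past the threshold, the smallest share possible. By the splits alone, the result cannot be told apart from libraries that differ by chance.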

How the results depend on the processing

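The number of genes past the threshold was 1416, and stayed within 1.5 times that number with DESeq2 (1327), RLE size factors (1412), total counts only (1427), no filter on low counts (1747), at least 10 counts in every library (1376), Acly M-KO replicate 2 thinned (1364), the GC content correction (2051) and the transcript length correction (1390). It was 2188 with limma-voom and sample weights, 2446 with all transcripts as deposited, 557 at an adjusted p of 0.01 or less and 198 with an absolute log2 fold change of at least 1. It ranged from 598 to 2136 across the 6 fits that each left out one library, lowest without control replicate 1 and highest without Acly M-KO replicate 2, and the cause was not tested. Of the 598, 589 were among the 1416. With total counts only, 919 genes were higher and 508 lower, so 64.4% of the calls were higher against 54.2% with TMM normalization.

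Groups share replicate numbers in the labels. Deviations of same-numbered libraries from their group means had correlations of 0.09, 0.11 and -0.05 across genes, and 0.06 pooled, which gave no sign that the numbers pair the libraries. With the replicate number as a block, 1583 genes passed, 862 higher and 721 lower, of which 1356 were among the 1416. The median log2 fold changes under the replicate block were 1.46 for cholesterol biosynthesis, 0.32 for fatty acyl-CoA biosynthesis, -0.46 for the desmosterol-induced genes, 0.43 for S phase and 0.58 for G2/M, all past the threshold.

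All gene sets at the paper's claims kept their direction under every alternative. With camera in place of Fisher's exact test, the median log2 fold changes were by definition unchanged, but the sets did not pass: cholesterol biosynthesis (1.48, adjusted p = 0.0505), fatty acyl-CoA biosynthesis (0.33, 0.162), desmosterol-induced genes (-0.46, 0.0501), S phase (0.45, 0.325), G2/M (0.59, 0.176) and the checkpoint list (0.51, 0.176). Camera allows for correlation between genes, which it estimated at 0.227 in the cholesterol set and 0.142 in the fatty acyl-CoA set. The estimate was 0.610 for S phase, 0.545 for G2/M and 0.458 for the checkpoint list. It was only 0.00722 in the desmosterol-induced set, so correlation does not account for the adjusted p of that set. The median of the S phase set ranged from 0.25 to 0.55 across the fits that each left out one library, and the set did not pass without control replicate 2 (0.42, adjusted p = 0.161), for which the cause was not tested. The cholesterol biosynthesis, fatty acyl-CoA biosynthesis, desmosterol-induced and G2/M sets passed in all 17 alternatives other than camera. The checkpoint list did as well, but its pathway was found from these data, so this shows no stability.

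Of 108 named genes, 72 kept their direction and their side of the threshold under every alternative, 36 changed under some, and 5 of these reversed. None of the 5 passed the threshold in any of the 17 alternatives. *Ptges* (-0.02) was at 0.000328 with DESeq2, 0.0147 with total counts only, 0.0994 with limma-voom and 0.0575 with Acly M-KO replicate 2 thinned, and from -0.135 to 0.149 with each library left out. *Nr1h2* was at 0.00833 with total counts only, 0.0979 with limma-voom and from -0.149 to 0.132 across the fits that left out a library, and *Tgfb1* at 0.0269, 0.0710 and from -0.108 to 0.0791 in the same settings, and at 0.00306 with the GC content correction. *Ddit3* ranged from -0.00452 to 0.274 and *Nrp1* from -0.0868 to 0.00471 across the fits that left out a library. The median of the inflammatory marker set (0.03) was -0.00484 with at least 10 counts in every library and ranged from -0.0886 to 0.166 with each library left out, and that of the TCA cycle set (0.05) was -0.0166 with all transcripts. The cause was not tested in any of these.

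Counting each gene or set once per alternative, there were 17 further cases in which a result was no longer past the threshold, 18 in which it newly passed and 4 in which an RPKM value moved by more than the SD between replicates. Leaving out a library gave a further 65 losses and 6 gains. With all 6 libraries, *Ptgs2* was tested only without a filter on low counts and with DESeq2, while 5 of the 6 fits that left out a library kept it, with adjusted p of 0.271 or more. Low counts limit what can be said of *Ptgs2*, *Ptges*, *Fabp3* and *Lbp*.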

Differences from the paper's values

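For *Acss2*, the paper shows an RPKM of about 2.7 in control and about 8.2 in Acly M-KO macrophages in Fig. 6h, read by eye, and the values computed here were 1.63 and 4.99. For *Ptger4*, the paper shows about 6.8 in control and about 5.6 in Acly M-KO macrophages in Fig. 7e, read by eye, against 4.31 and 3.52. Of the alternatives set before the data were examined, the TMM effective library size (1.65 and 4.93 for *Acss2*, 4.36 and 3.48 for *Ptger4*) did not close these gaps, nor did leaving out single libraries, except that *Ptger4* in control was 4.54 without control replicate 1, which is within 1.5 times the paper's value. With the library size taken from 1 transcript per gene, an alternative chosen after seeing the values, *Acss2* was at 2.83 and 8.64 and *Ptger4* at 7.47 and 6.09, and no gap remained.

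The paper shows an adjusted p for *Acss2* in Fig. 6h whose negative log10 is about 32, read by eye, and the value here was 4.22 (adjusted p = 6.01e-05 in edgeR). With DESeq2 it was 16.8 (adjusted p = 1.72e-17), and none of the alternatives set before the data were examined closed the gap.

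The paper lists *Fabp3* and *Slc27a4* as increased, and their adjusted p were 0.173 and 0.217 here. *Slc27a4* passed with limma-voom (0.0273) and without Acly M-KO replicate 2 (0.0120), and *Fabp3* in no alternative. The paper describes *Ptgs2* as deregulated, while its adjusted p was 0.428 without a filter on low counts and 0.589 with DESeq2. It reports *Ptger4* as decreased, with an adjusted p of about 0.055 in Fig. 7e, read by eye. The adjusted p was 0.0625 here, so neither value is past the threshold used here, and the gene passed only under the GC content correction (0.0384), which was chosen after seeing the values.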

Other observations

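The tests of technical explanations below, the lists of progenitor and macrophage markers and the splits for the LXR targets were chosen after the differences between the groups were seen, while the fits that left out a library were planned.

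Other splits of the 6 libraries were examined. There are 10, of which 4 part all 3 same-numbered pairs and the other 6 part 1. The real split gave 1416 genes past the threshold, and 198 with an absolute log2 fold change of at least 1. The other 9 splits gave 0, with 114 to 415 genes at an unadjusted p of 0.05 against 3130 in the real split. So 1 of 4 comparable splits gave a result as large for both counts of genes. The same held for the cholesterol biosynthesis, fatty acyl-CoA biosynthesis, desmosterol-induced, S phase, G2/M, LXR target and other SREBP target sets. It also held for the checkpoint list of Fig. 8a, whose pathway the paper found from these data. A share under 0.05 cannot be reached with 3 libraries against 3.

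*Fdft1*, the gene of the cholesterol list that encodes squalene synthase, was not higher while 20 other genes of the list were. Its exons overlap those of *Ctsb* over 774 bp. *Ctsb* had 49.9 counts per *Fdft1* count, and *Fdft1* (539.5 CPM) was far above the median of the other genes of the cholesterol list (56.2 CPM). Over the 6 libraries, the log2 ratio of *Fdft1* to *Ctsb* had an SD of 0.034 against a median of 0.189 over genes, so that *Ctsb* ranked 19 among 11469 genes in closeness to *Fdft1*. Reads of *Ctsb* counted on *Fdft1* may therefore hide a change of *Fdft1*. More generally, in 131 pairs of a weakly expressed gene and an opposite-strand neighbour with overlapping exons (at least 100 bp, the weak gene at most 10% of the strong one), the log2 fold changes of both genes were correlated across pairs (Pearson r = 0.72, Spearman rho = 0.48, permutation test with 100000 draws, p = 1e-05, the smallest it can give). In 472 pairs of neighbours within 5000 bp without overlap, r was -0.02, a difference of 0.74. Without the pairs of *Lss* and *Acss2*, the 2 farthest from the median, r was 0.50 and rho 0.46. Pairs of genes are not independent replicates. These values suggest counting without regard to strand, under which changes of genes such as *4930483K19Rik* could be those of *Lss*. Shared regulation of overlapping genes was not tested.

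*Lyz2*, into which LysMcre is inserted, had a log2 fold change of -1.05 (95% confidence interval -1.29 to -0.81 with 4 residual degrees of freedom), close to the -1 that loss of 1 of 2 copies would give. The neighbouring *Lyz1* changed by -0.36 (-0.66 to -0.05). The lower *Lyz2* may thus come from the insertion, although an effect of *Acly* deficiency cannot be excluded, since control mice carry no Cre. Within 10 Mb of *Lyz2*, 7 of 69 genes (10.1%) passed the threshold against 12.3% of all genes, and a share of 0.746 of all 10068 windows with as many genes had at least this number (exact test over windows). Near *Acly*, 34 of 213 genes (16.0%) passed (a share of 0.0804 of 7188 windows, from the same exact test). With each library left out in turn, 1.43% to 20.3% of the genes passed near *Lyz2* and 6.54% to 19.6% near *Acly*. The window test passed 0.05 in 0 of these 6 fits at either locus, so linked sequence around either locus was not detected.

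S phase and G2/M genes were higher in Acly M-KO macrophages. With Acly M-KO replicate 2 thinned, 39 G2/M genes were higher, without that library 39, with the GC content correction 43 and with the transcript length correction 41. For the S phase genes these counts were 14, 15, 20 and 16. The thinning and the 2 corrections moved the log2 fold changes of the G2/M genes by medians of only 0.018, 0.017 and 0.012, against a median absolute log2 fold change of 0.587. Those of the S phase genes moved by 0.017, 0.013 and 0.009, against 0.449. The counts with thinning and corrections thus say little about these explanations. With each library left out in turn, 26 to 43 G2/M genes and 5 to 23 S phase genes were higher, the 5 without control replicate 2. Acly M-KO replicate 2 also has a sample sheet number (20) apart from those of the other libraries (45, 46, 47, 60 and 62). Leaving out this library moved the log2 fold changes by medians of 0.142 for the G2/M genes and 0.167 for the S phase genes. Of these genes 39 and 15 were still higher, which argues against a batch of this library alone. Such a batch may add to the size of the change, and a batch shared by all Acly M-KO libraries cannot be told from the group. Progenitor cells left in the cultures were tested with a list of 16 markers, of which only 5 were tested in edgeR, with a median log2 fold change of 0.15. *Kit* (1.07) was among those higher. By the prediction written before the markers were tested this would count as more progenitors, but the rule that under 80% of markers tested leaves the test void was applied after that was seen. Of 14 markers of mature macrophages, *C5ar1* was higher and *Mertk*, *C1qa*, *C1qb* and *Csf1r* were among 5 that were lower, with a median of -0.10. A larger share of progenitors or dividing cells therefore may explain the cell cycle genes and cannot be told apart from an effect of *Acly* on proliferation.

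SREBP targets outside the cholesterol list rose as well. Of 15 listed genes 12 were tested and all 12 were higher, with a median log2 fold change of 1.08 (adjusted p = 4.41e-11 in Fisher's exact test), including *Insig1* (1.48), *Aacs* (1.46), *Stard4* (1.29) and *Srebf2* (0.51). With the corrections for GC content and transcript length 12 were higher, but the corrections moved the log2 fold changes by medians of only 0.0157 and 0.00314, so these counts say little about either explanation. Without Acly M-KO replicate 2, 12 were higher. Camera gave an adjusted p of 0.0501, above the threshold, and the other 17 alternatives were below it. Higher SREBP activity is a candidate explanation for this list. Whether it also accounts for the lipogenic LXR targets that were higher was not tested, since those genes are not in this list, and the splits, which gave 12 of these genes in the real split and 0 in the other 9, cannot decide on chance, since this design gives no share under 0.05.

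Interferon-stimulated genes (32 tested, 6 higher, 0 lower, median 0.34, adjusted p = 0.358), TCA cycle genes (20 tested, 1 higher, adjusted p = 0.580) and inflammatory markers (12 tested, 3 higher, 1 lower, adjusted p = 0.0697) did not pass in Fisher's exact test. Of 18 alternatives, 3 passed for the interferon-stimulated genes, 0 for the TCA cycle genes and 1 for the inflammatory markers.

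The paper's legends describe the replicates as technical replicates from 3 pooled mice. Pairs of libraries within a group differed by 3.39 to 25.9 times the variance that counting error gives, with the smallest value of 3.39 between control replicates 1 and 2. Counting error alone thus does not account for the spread. The noise that library preparation adds was not measured, so repeat libraries of 1 RNA sample cannot be told apart from separate cultures or RNA samples.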
